# Evidence for Diversity in Transcriptional Profiles of Single Hematopoietic Stem Cells

**DOI:** 10.1371/journal.pgen.0020159

**Published:** 2006-09-29

**Authors:** Carlos A Ramos, Teresa A Bowman, Nathan C Boles, Akil A Merchant, Yayun Zheng, Irma Parra, Suzanne A. W Fuqua, Chad A Shaw, Margaret A Goodell

## Abstract

Hematopoietic stem cells replenish all the cells of the blood throughout the lifetime of an animal. Although thousands of stem cells reside in the bone marrow, only a few contribute to blood production at any given time. Nothing is known about the differences between individual stem cells that dictate their particular state of activation readiness. To examine such differences between individual stem cells, we determined the global gene expression profile of 12 single stem cells using microarrays. We showed that at least half of the genetic expression variability between 12 single cells profiled was due to biological variation in 44% of the genes analyzed. We also identified specific genes with high biological variance that are candidates for influencing the state of readiness of individual hematopoietic stem cells, and confirmed the variability of a subset of these genes using single-cell real-time PCR. Because apparent variation of some genes is likely due to technical factors, we estimated the degree of biological versus technical variation for each gene using identical RNA samples containing an RNA amount equivalent to that of single cells. This enabled us to identify a large cohort of genes with low technical variability whose expression can be reliably measured on the arrays at the single-cell level. These data have established that gene expression of individual stem cells varies widely, despite extremely high phenotypic homogeneity. Some of this variation is in key regulators of stem cell activity, which could account for the differential responses of particular stem cells to exogenous stimuli. The capacity to accurately interrogate individual cells for global gene expression will facilitate a systems approach to biological processes at a single-cell level.

## Synopsis

The hematopoietic stem cell (HSC) has the remarkable property of being able to generate more stem cells or cells that are committed to undergo differentiation into specific blood lineages. Currently, very little is known about the specific mechanisms that underlie self-renewal or lineage commitment. Although it is possible that some of these mechanisms are influenced by the specific environment in which the HSC dwells, the ultimate fate decision has to occur at the single HSC level. The authors have developed a method that amplifies the messages from the majority of genes that are active in a single stem cell and combines it with large-scale genetic expression analysis through the use of nucleic acid microarrays. A significant fraction of these genes are found to be highly variable in an apparently very homogeneous stem cell population, which could be the substrate for differences in behavior of individual stem cells. Understanding the genetic expression events at the single-cell level would grant the ability to expand HSCs or to direct their differentiation into specific populations, both important from a therapeutic point of view. Furthermore, the same techniques can be applied to other stem cell systems to investigate their physiology.

## Introduction

Interest in adult stem cells has intensified since 2002, due to renewed hope for their application to regenerative medicine [1–8]. The adult hematopoietic stem cell (HSC), a paradigm for understanding the mechanisms that regulate stem cell generation and regulation, resides primarily in a quiescent state in the bone marrow until recruited to generate differentiated blood cells. Although an adult mouse harbors hundreds of HSCs, only between one and ten are thought to be active in contributing to blood production at any time [9,10]. Nothing is known about the mechanisms that favor activation of one stem cell over another. Presumably, apart from micro-environmental factors, there are individual differences in the ability of particular stem cells to respond, based on a constellation of response genes they express at a given time. Although several efforts have been made to study the transcriptional profile of HSC at the population level [11–17], the ability to investigate gene expression in stem (and other) cells at the single-cell level would be a powerful tool to understand their biology.

In addition, the most restrictively defined HSC populations have not always been proven to be 100% functionally homogeneous with regard to both differentiation and self-renewal [18]. Although part of this inefficiency could be explained by technical limitations, the successive description of new surface markers to further enrich stem cell populations that were previously thought to be “pure” [19–21] seems to demonstrate that those are not the only factors to blame. Furthermore, there is good evidence that highly purified HSC populations, such as the side population (SP), can be fractionated into sub-populations that possess distinct potential [22]. All these observations strongly argue that stem cell populations defined by current methods are heterogeneous. Studying this heterogeneity will offer important insights regarding stem cell physiology. Again, given the minimal number of cells that compose highly enriched populations, and their subsets, one needs to be able to study global genetic expression starting with minute numbers of cells.

A few studies have addressed single cell transcriptional profiling, but the methods have been applied to study a limited number of genes [23–25] or have not been entirely validated [26]. We have developed a strategy to amplify transcripts from small numbers of cells that combines a method to amplify mRNA from single cells (global single-cell RT-PCR or GSC RT-PCR), initially described by Brady and collaborators [27,28], and high-throughput genomic technology, using Affymetrix microarrays [29]. Using this strategy, we were able to accurately represent the transcriptional profiles of minimal numbers of cells, including single cells. This has allowed us to demonstrate the presence of micro-heterogeneity in gene expression among cells of an otherwise phenotypically homogenous stem cell population.

## Results

### GSC RT-PCR Combined with Oligonucleotide Microarray Analysis

In our experiments, murine bone marrow HSCs were purified on the basis of their differential Hoechst dye efflux ability (SP cells) [30], as well as their expression of the stem cell antigen Sca-1 [19], and lack of the myeloid lineage marker Gr-1. Our group has recently demonstrated that SP cells are phenotypically Lin^−/low^Sca-1^+^c-kit^+^Thy1.1^low^ CD34^neg/low^Flk2^neg^ and thus are, in essence, the same HSC population isolated by other groups. Around 67% and 74% of wells sorted with single SP or Lin^−/low^Sca-1^+^c-kit^+^CD34^neg/low^ (KLS34) cells, respectively, contained large multi-lineage colonies [31]. When we sorted KLS34 cells that had also been stained with Hoechst, around 65% of the wells were clonogenic, indicating that Hoechst dye is only slightly toxic to HSC. Under optimal conditions, single cells close to the SP tip are able to engraft long-term in approximately one third (35%) of lethally irradiated recipients, frequencies that compare favorably with the 20% to 33% obtained by other authors, all of which used purification strategies based on surface antigen expression [18,21,32]. Therefore, the HSC population we used is highly homogeneous at a phenotypic and functional level [22]. We will refer to the population hereafter as simply SP cells.

One or ten SP cells were lysed in a first strand buffer and a limited reverse transcription was performed, generating limited-size cDNAs that represent the 3′-most few-hundred nucleotides of most mRNA molecules in solution. These products were then polyadenylated and amplified in a PCR reaction primed by an oligonucleotide containing a poly-T tract (Figure S1). The limited reverse transcription ensures that all the first strands have approximately the same size, which reduces bias in the PCR amplification potentially caused by differences in amplicon sizes [28]. Because the material generated in this process is dsDNA and not biotinylated aRNA, we had to adapt the conventional Affymetrix protocol by end-labeling the cDNA with biotinylated ddATP [33,34], after determining the optimal conditions for its random digestion with DNase I into fragments averaging 50 bp. The targets thus produced were then incubated with Murine Genome U74A version 2 microarrays according to the standard protocol (Affymetrix, Santa Clara, California, United States). Because the probes present on these arrays correspond mostly to the 3′ ends of the genes represented, the fact that these targets are 3′ biased should not affect the results significantly, provided that an appropriate method of analysis is chosen. Specific transcript abundance was calculated using an implementation of the RMA procedure. For simplicity, we will use the term “gene expression level” to mean transcript abundance of a particular gene, even though we are not exactly looking at transcriptional rates.

### Amplification and Analysis from Ten-Cell Samples

To validate the strategy with a minimum of biological variation introduced by individual cells being in diverse states of activity (such as different cell cycle stage), we initially amplified transcripts from ten cells and pooled together four of these 10-cell derived amplifications. This strategy enabled us to run replicates of the same amplified samples and show that the results obtained with replicates are reproducible (Figure S2).

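The duplicate arrays of the 3 CD8 samples had nearly the same levels, with a Pearson r of 0.992, 0.992 and 0.994 across all 12422 probe sets. Among the USP samples, from the upper part of the SP region, r was 0.986 to 0.992, and among the LSP samples, from its lower part, 0.953 to 0.984. The median over the 9 pairs of arrays was 0.988. The pair of LSP sample B stood lowest: 480 of its probe sets differed by more than 2-fold between the arrays, against 13 to 132 in the other pairs. Of that pair, 1 array is deposited with negative values and the other with positive values alone. Among the probe sets above the background level on either array, r ranged from 0.892 to 0.985, with a median of 0.965. These correlations run across probe sets, which are not independent replicates, and both arrays of a pair share 1 pool of amplified material.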

Even though a modification of the GSC RT-PCR had been shown to preserve transcriptional representation faithfully when applied to sub-picogram quantities of purified mRNA (diluted from a sample initially isolated from a large number of cells) [35], our overall experimental approach had not been tested previously. Consequently, it needed to be validated for accuracy of relative gene expression level determination and for power to discriminate between samples of different cell types. In order to do this, we compared the genetic expression profile of SP cells to another small, well-defined bone marrow population, CD8 positive T lymphocytes. The expression levels from six independent SP and three CD8 samples run in duplicate were determined using the RMA algorithm [36,37].

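The ten-cell experiment measured 3 populations of mouse marrow cells, with 3 samples each and 2 arrays per sample. The SP cells, which pump out the dye Hoechst, were sorted as Sca-1 positive and Gr-1 negative, from the lower part of the SP region for the LSP samples A, B and M and from its upper part for the USP samples N, O and Z. The T lymphocytes of the CD8 samples B, C and D were sorted for CD3 and CD8. For each sample, 4 amplifications of 10 cells each were pooled. The deposited values are linear signal intensities, each array scaled to a trimmed mean near 250, and not the logged RMA levels that the paper describes. On 9 of the 12 SP arrays, 24.5% to 32.1% of the values are negative, whereas the other SP arrays and all 6 CD8 arrays hold positive values alone. Log2 levels under 7 were therefore set to 7, a floor taken after seeing the values because it matched the most of the P and other calls that the supplement gives for ten-cell arrays, and the levels of duplicate arrays were averaged. Of 12422 probe sets, 5599 stayed at the floor on all 18 arrays, and the other 6823 were tested with limma in 1 model of the 3 populations. The SP level is the mean of the LSP and USP levels, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets tested. A fold against a population whose samples all lie at the floor is a lower bound, and such a population has no measured spread. The marrow of a single mouse was used per experiment and the labels do not say which samples share a mouse, so the tests measure the spread between these samples. In simulated data with the spread of these samples, limma called 38% of differences of 2 log2 units and 80% of differences of 4 between SP and CD8.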

### Power of Discrimination

Non-supervised hierarchical clustering of samples based on the expression levels of genes above background allowed discrimination between all groups of samples (Figure 1A). 

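The CD8 samples stood apart from the SP samples, while the LSP and USP samples were mixed. With the 9 samples joined into 3 clusters, the first cluster held the 3 CD8 samples, another held LSP sample M alone, and the last held the other 2 LSP samples together with the 3 USP samples. The same 3 clusters formed with average linkage, with 1 minus Pearson r as the distance, and with all probe sets. Between samples of CD8 cells, r across probe sets was 0.783 to 0.813. It was 0.627 to 0.658 between LSP samples, 0.636 to 0.681 between USP samples and 0.598 to 0.696 between an LSP and a USP sample. Between CD8 and LSP samples the median r was 0.551, and between CD8 and USP samples 0.554. In a principal component analysis the leading component carried 31% of the variance and the next 15.5%. Clustering used Euclidean distance between the log2 levels of 3731 probe sets above the floor in most samples.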

In other words, our amplification and detection methods yield genetic expression data that can be used to identify biologically distinct cell populations. 

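The genes highest in SP over CD8 cells included surface proteins of stem and endothelial cells: Cd24a, a GPI-anchored glycoprotein, Tie1, a receptor tyrosine kinase, Adgrg1, an adhesion G protein-coupled receptor, and Emcn, an endothelial sialomucin. The level of Cd24a was 11.91 ± 0.41 (SD, n = 6) in SP samples and at the floor of 7.00 in all 3 CD8 samples, at least 30.1-fold higher in SP. Gstm1, a glutathione transferase, was 21.1-fold higher in SP, Tfdp1, a partner of E2F transcription factors, 17.8-fold and S100a8, a calcium-binding protein of granulocytes, 13.7-fold. On the CD8 side, the interleukin 7 receptor gene Il7r had a level of 12.23 ± 0.25 (SD, n = 3), at least 37.5-fold over the floor level of the SP samples. Ctsw, which encodes cathepsin W of cytotoxic lymphocytes, was at least 23.9-fold higher in CD8 cells, and the T-cell adhesion receptor Cd6 at least 19.8-fold. By limma, 193 probe sets were higher in SP and 205 higher in CD8 at an adjusted p under 0.05, and 623 and 636 at an unadjusted p under 0.05. For 771 probe sets the levels of the 6 SP samples did not overlap those of the 3 CD8 samples, which chance gives in 2 of the 84 splits of the samples. Without CD8 sample B, C or D, 101, 95 and 102 probe sets were higher in SP. Of the 398 probe sets called, 214 passed the test on the arrays with positive values alone, a check chosen after seeing the data.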

Statistical comparison of the average expression level for each gene incorporating variance information through t-statistics defined three groups of genes: predominant in SP (1,315 genes), predominant in CD8 (1,319 genes), and not statistically different (see Table 1 for selected genes and Table S1; all primary data from this study are summarized in Tables S5 and S6, and are also available for download from http://www.ncbi.nlm.nih.gov/geo, series GSE2534). The criterion used to establish a difference was a Student's t-test statistic with an associated single gene *p*-value < 0.05.

**Figure 1:**
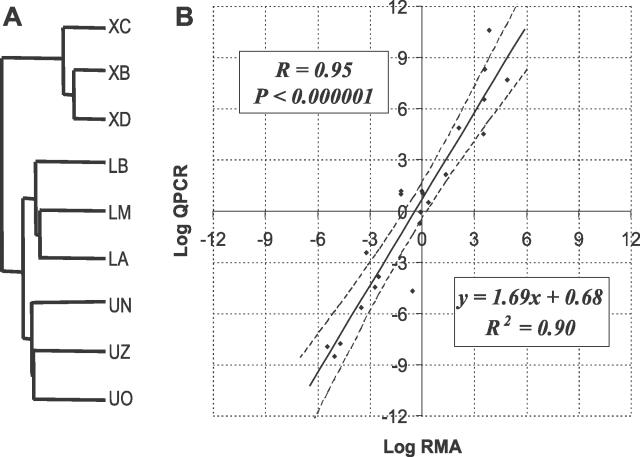
Expression Levels Determined by RMA Using GSC RT-PCR Discriminate between Different Cell Populations and Correlate Tightly with Those Determined by Q-PCR (A) The figure represents a dendrogram for genes consistently above background level in more than 50% of the samples. All the genes were used, i.e., no prior selection for genes differentially expressed in the different populations was done. Each 10-cell sample of the lower region of SP cells (LA, LB, and LM), the upper region of SP cells (UN, UO, and UZ), or CD8 T lymphocytes (XB, XC, and XD) with two replicates averaged is represented. Unsupervised hierarchical clustering based on the Euclidean distance between expression levels for each gene separates clearly the three groups of samples. (B) Twenty-two genes representing the full range of fold changes were selected for analysis. Relative expression levels (fold changes) obtained by RMA performed on microarrays prepared with our amplification procedure (horizontal axis) were plotted against those calculated using real-time Q-PCR (vertical axis). The regression equation and correlation coefficient are shown in the graph. The 95% confidence intervals for the regression are represented by the dashed lines.

**Table 1:**
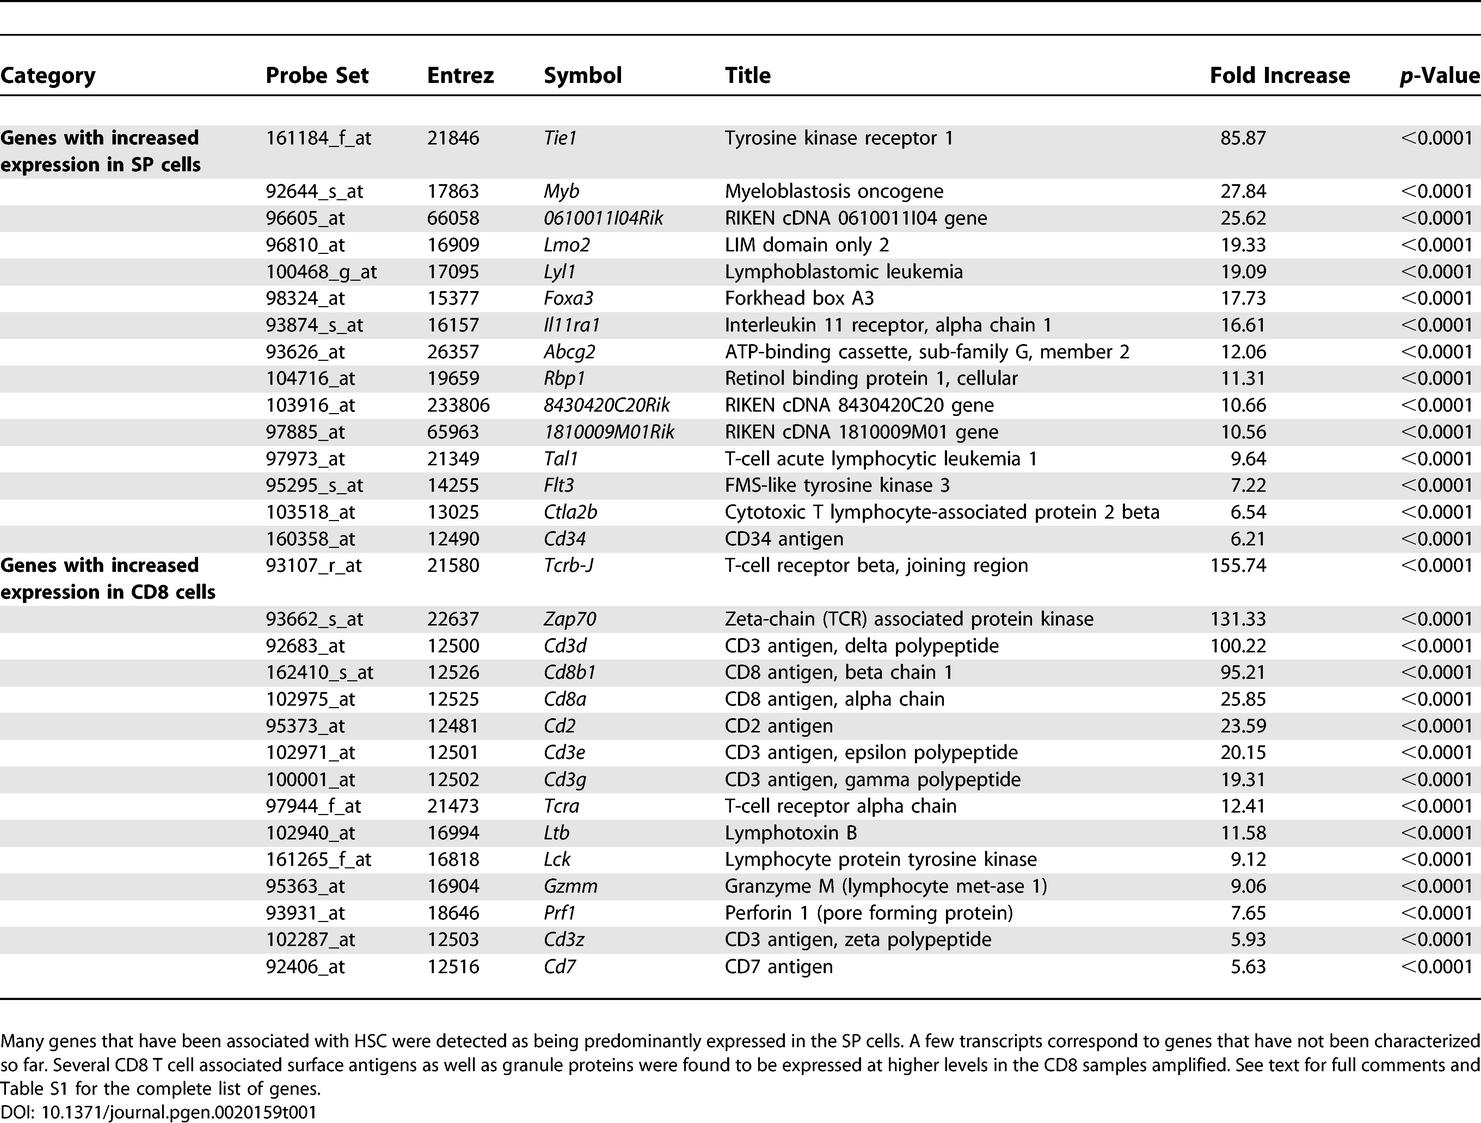
Selected Genes Found to be Differentially Expressed between SP Stem Cells and CD8 T Lymphocytes Based on the Amplification of 10 Cells

### Accurate Prediction of Differences in Transcript Abundance

To validate the expression levels obtained by our amplification strategy using real-time quantitative PCR (Q-PCR), we selected 22 genes representing the full range of fold changes, and designed PCR primer pairs for them. Relative expression levels were then calculated using Q-PCR performed in duplicate on two different samples of RNA. The un-amplified RNA samples were isolated from pools of 200,000 SP cells or 900,000 CD8 cells and an amount of RNA corresponding to approximately 2,500 cells was used in each reaction. 

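The probe sets of the genes chosen for Q-PCR are listed by the paper as higher in SP cells, higher in T cells or not different. These groups rest on the expression levels of the same ten-cell samples. A match of direction or of calls with them is therefore not an independent test. All 8 listed for SP cells were higher in SP samples, and 7 of them passed the test. Among them were F11r, which encodes a junctional adhesion molecule and had a log2 difference of 3.44 (standard error 0.31, adjusted p = 0.000928 from limma), and Map2k3, a kinase of the p38 pathway, with 2.75 (standard error 0.44, adjusted p = 0.0146). Hhex, a homeobox transcription factor of early hematopoiesis, had a difference of 1.84 and did not pass (adjusted p = 0.246). All 7 listed for T cells were lower in SP samples, and 5 passed, among them Slfn2, a regulator of T-cell quiescence, with a log2 difference of -3.73, Crtam, a receptor of activated cytotoxic T cells, with -2.54, and Lcn4, a lipocalin, with -2.24. Cd55, which encodes decay accelerating factor, had a difference of -0.96 and did not pass (adjusted p = 0.364), nor did the probe set listed as Edf1, which the annotation assigns to several genes. Of the 7 listed as not different, none passed, with Glud1, glutamate dehydrogenase, at 0.06, Bag1, a chaperone regulator, at -0.56 and Coil, coilin, at 0.83; Tmem168 was at the floor on all arrays. The Q-PCR measurements themselves were not analysed here.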

The fold changes computed based on RMA data were plotted against those obtained from Q-PCR experiments (Figure 1B and Table S2). We observed a 95% correlation coefficient (*p* < 0.000001) between both sources of data. This establishes that this PCR-based amplification method, coupled with microarray analysis, accurately measures expression levels to a remarkable degree. Consistent with that reported by others [38], the fold changes determined by microarray analysis underestimate the true results calculated from Q-PCR experiments, as can be appreciated by the fact that the slope of the regression line is greater than 1.

### Biological Relevance of Gene Expression Differences

In addition to being quantitatively accurate, the data collected exhibit biological relevance. Comparison of stem cells from a largely quiescent population with cells from an equally resting population should emphasize cell type-specific differences in gene expression and disregard inactive genes or unspecific transcripts, such as those derived from housekeeping genes. Indeed, several genes that are expected to be preferentially expressed in CD8 cells, such as T-cell receptor complex proteins (CD3 subunits and zeta chain, and associated kinases) and the co-receptor CD8 chains among others, show significantly higher expression when compared to SP cells. Conversely, genes known to be associated with the SP and HSC, including *Scl/Tal-1, Ctla-2* [12,14], *Mdr* and *Abcg2* [39], and others, have higher levels of expression in SP cells (Table 1 and Table S1). Therefore, our strategy is reliable for identifying genes that are associated with particular populations.

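Genes of the T-cell receptor complex were high in the CD8 samples and at or near the floor in the SP samples. Zap70, the kinase recruited to the activated receptor, had a level of 12.84 ± 0.09 (SD, n = 3) in CD8 cells and 7.00 in all 6 SP samples, at least 57.2-fold lower in SP (log2 difference -5.84, standard error 0.08, adjusted p = 1.23e-07 from limma). The CD3 chain genes Cd3d, at 12.20 ± 0.39 (SD, n = 3) in CD8 cells, and Cd3g, at 11.03 ± 0.26, were likewise at the floor in all SP samples, at least 36.8-fold and 16.3-fold lower. Cd3e had a level of 7.27 ± 0.65 (SD, n = 6) in SP and 11.18 ± 0.30 (SD, n = 3) in CD8 samples, a 15.0-fold difference (adjusted p = 0.00123). The zeta chain gene Cd247 was at least 4.68-fold lower in SP (adjusted p = 0.000113). Of the co-receptor chains, Cd8a was at least 11.4-fold lower in SP (log2 difference -3.52, adjusted p = 0.000131) and Cd8b1 at least 33.5-fold (log2 difference -5.07, adjusted p = 1.9e-06). Cd2, an adhesion receptor of T cells, was 20.2-fold lower. Of 17 tested genes of T-cell receptor signalling, 11 were lower in SP and none was higher, and 13 were lower when adjusted over the list alone. Of 11 cytotoxic granule and receptor genes, 5 were lower and none was higher, 7 when adjusted over the list alone, among them Prf1, the pore-forming protein perforin, at least 10.2-fold lower, and Gzmm, granzyme M, at least 4.11-fold lower. Of 11 genes of T-cell identity, such as Ltb, which encodes lymphotoxin beta and was 11.4-fold lower, 4 were lower and none was higher, and 5 were lower when adjusted over the list alone. As sets, the 3 lists were lower in SP than other genes by limma's camera test (adjusted p = 1.95e-19, 3.36e-09 and 2.02e-06 over 23 lists), and with a correlation estimated from the data (adjusted p = 0.0013, 0.00462 and 0.0416), of which the last did not pass after a filter on low levels (adjusted p = 0.0597).

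**Figure D1:**
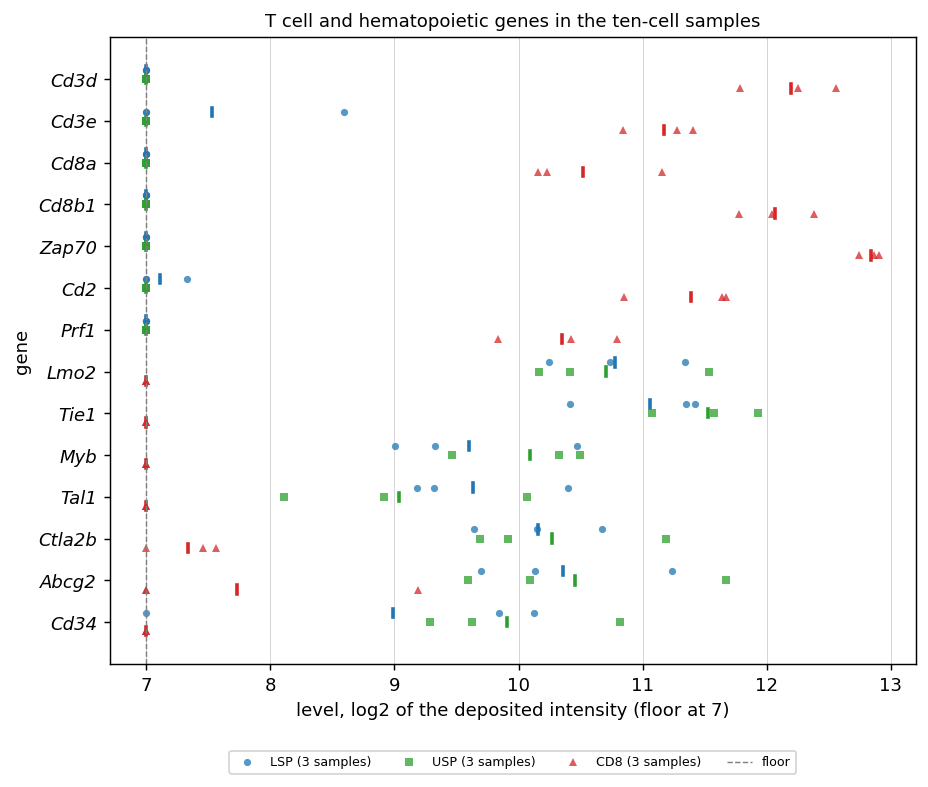
Level of 14 genes (log2 of the deposited intensity, with the floor of 7 as a dashed line) in the LSP, USP and CD8 samples; each point is a sample and each bar a population mean. The T-cell genes lie at or near the floor in SP samples, with Zap70 at 12.84 in CD8 cells, and Lmo2, Tie1, Myb and Tal1 lie at the floor in CD8 cells.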

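The transcription factor genes Tal1, Lmo2, Myb and Meis1 of hematopoietic stem cells were detected in SP samples and stayed at the floor in all 3 CD8 samples. Tal1, the factor also called SCL, had a level of 9.33 ± 0.82 (SD, n = 6) in SP samples, at least 5.04-fold over CD8 (log2 difference 2.33, standard error 0.46, adjusted p = 0.0323 from limma). Its partner Lmo2 had a level of 10.74 ± 0.58 (SD, n = 6), at least 13.4-fold higher (log2 difference 3.74, standard error 0.35, adjusted p = 0.00122), and Myb, a factor of progenitor growth, 9.85 ± 0.66 (SD, n = 6), at least 7.20-fold higher. Tie1 had a level of 11.29 ± 0.51 (SD, n = 6) in SP samples and was at least 19.6-fold higher. Ctla2b, which encodes a protein similar to a cysteine protease propeptide, had a level of 10.21 ± 0.61 (SD, n = 6) in SP and 7.34 ± 0.30 (SD, n = 3) in CD8 samples, 7.32-fold higher in SP (adjusted p = 0.00728). Abcg2, the transporter that pumps out the SP dye, was 6.40-fold higher in SP but did not pass (log2 difference 2.68, standard error 0.70, adjusted p = 0.0844), and the multidrug transporter gene Abcb1b was at the floor on all arrays. Nor did Flt3, Cd34 and Lyl1 pass, with log2 differences of at least 1.73, at least 2.45, and 3.70 and adjusted p of 0.0631, 0.12 and 0.126. Flt3 is given by 1 of its probe sets and Lyl1 by 1 of its 2. Of 18 tested transcription factor genes of stem cells, 5 were higher in SP, the others being Meis1 at 3.09 and Nfe2 at 3.46, and none was lower; adjusted over the list alone, 6 were higher and 1 lower. Of 14 genes of stem cell surface proteins and efflux pumps, 8 were higher and none was lower, 10 when adjusted over the list alone, including Procr, the protein C receptor, at 2.50 and the chemokine receptor Cxcr4 at 2.09. By camera, both lists were higher in SP than other genes (adjusted p = 0.000699 and 8.82e-11), and with an estimated correlation (adjusted p = 0.0454 and 0.00462), where the transcription factor list did not pass after a filter on low levels (adjusted p = 0.0714). From the higher levels of T-cell genes in CD8 cells and of SP and HSC genes in SP cells, the paper concludes that its strategy is reliable for identifying genes that are associated with particular populations.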

### Heterogeneity in SP Cells

We then applied these methods to investigate the degree of heterogeneity in stem cell populations, comparing cells isolated from different regions of the SP. Functional studies have shown that cells appearing closer to the tip of the SP (lower SP: LSP), thus displaying higher dye efflux capacity, possess more long term hematopoietic reconstitution capacity than those closer to its shoulder (upper SP: USP) [22]. Notably, phenotypic analysis of surface membrane determinants in these cells shows no major differences between these subpopulations. Microarray analysis reveals that these subpopulations are much more similar to each other than the SP cells are to CD8 T cells, with only 1,082 genes being differentially expressed. Some of these genes are listed in Table 2, with the full table in Table S3. 

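Few genes differed between LSP and USP cells: 2 probe sets were higher in LSP and 5 higher in USP at an adjusted p under 0.05 from limma, and 217 and 192 at an unadjusted p under 0.05. The genes higher in LSP were Coq9, a factor of coenzyme Q synthesis, with a level of 8.54 ± 0.22 (SD, n = 3) against 7.04 ± 0.07 (SD, n = 3) in USP, and Ptpn21, a tyrosine phosphatase, with 9.91 ± 0.30 against 7.30 ± 0.33. Higher in USP were Tnni3, which encodes cardiac troponin I, at 11.48 ± 0.65 (SD, n = 3) against 7.36 ± 0.43 (SD, n = 3) in LSP, 17.4-fold higher (log2 difference -4.12 for LSP against USP, standard error 0.35, adjusted p = 0.0197), and Cdc7, a kinase that starts DNA replication. Cdc7 had a level of 9.42 ± 0.44 (SD, n = 3) in USP and lay at the floor in all 3 LSP samples, at least 5.36-fold higher in USP (adjusted p = 0.0197). The other genes higher in USP were Cdk2ap2, a regulator of the cell cycle kinase CDK2, Jtb, a transmembrane protein, and Cggbp1, a protein that binds CGG repeats. Of the genes named here, Coq9, Ptpn21, Cdk2ap2, Jtb and Cggbp1 were chosen after their values were seen. Of the 10 ways to split the 6 SP samples into 3 and 3, LSP against USP included, 6 gave at least these 7 probe sets, so the number is not beyond that of other groupings. In simulated data, limma called 36% of differences of 2 log2 units between LSP and USP and 80% of differences of 4. Leaving out any of the 9 samples, CD8 included, gave between 0 and 21 probe sets higher in LSP and between 0 and 18 higher in USP, and with the LSP and USP samples fitted alone none passed, with 133 and 134 at an unadjusted p under 0.05.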

Analysis of the biological function of the products of these genes shows important findings. Several of the predominant transcripts in the LSP correspond to poorly characterized transcription factors. 

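Several transcription factor genes had higher mean levels in LSP than in USP samples, but none passed the test at an adjusted p under 0.05. Zfx, an X-linked zinc finger factor, had a level of 9.39 ± 0.17 (SD, n = 3) in LSP and 7.73 ± 0.73 (SD, n = 3) in USP samples, a 3.15-fold difference (log2 difference 1.66, standard error 0.50, adjusted p = 0.633 from limma). Cebpg, a bZIP factor of the C/EBP family, lay at the floor in all USP samples and was at least 5.84-fold higher in LSP (adjusted p = 0.324), as was Zbtb14, a zinc finger factor, at least 6.93-fold (adjusted p = 0.139). Klf9, a Kruppel-like factor, had a log2 difference of at least 1.41 (adjusted p = 0.727). Twsg1, which encodes Twisted gastrulation, a secreted protein that binds bone morphogenetic proteins, was at least 1.73-fold higher in LSP (adjusted p = 0.667). Ring1, a Polycomb ring finger gene, was at the floor in both populations, and Runx1, a Runt-related factor of definitive hematopoiesis, was at the floor on all arrays. Outside the transcription factors, the kinase gene Tlk2 had a level of 10.89 ± 0.82 (SD, n = 3) in LSP and 7.15 ± 0.21 (SD, n = 3) in USP samples, 13.4-fold higher (adjusted p = 0.0581). Rabggta, a subunit of the enzyme that prenylates Rab proteins, was at least 10.5-fold higher in LSP (adjusted p = 0.324), and Socs2, a suppressor of cytokine signalling, had a log2 difference of 2.57 (adjusted p = 0.729).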

Examples include Runt related transcription factor, Ring finger protein 1, Twisted gastrulation protein, and X-linked Zinc finger protein. In contrast, USP cells seem to express transcripts present in activated cells, such as E2F transcription factor 1, Cyclin A2, Signal-induced proliferation associated gene 1, and products associated with differentiating hematopoietic lineages, such as hemoglobin subunits, CD14 (Myeloid Differentiation Antigen) and Ly6C. 

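As a list, cell cycle genes were lower in LSP than other genes by camera (adjusted p = 0.0154 over 23 lists), but not with a correlation estimated from the data (adjusted p = 0.298). Of 35 tested cell cycle genes, Cdc7 was lower in LSP and none was higher, and 2 were lower when adjusted over the list alone; the genes of activation and of blood lineages named below did not pass the test. E2f1, a transcription factor of S-phase entry, had a level of 8.48 ± 0.84 (SD, n = 3) in USP and lay at the floor in all LSP samples, at least 2.79-fold higher in USP (log2 difference -1.48 for LSP against USP, adjusted p = 0.403 from limma). Ccna2, the cyclin of S phase, had a level of 9.34 ± 1.24 (SD, n = 3) in USP and 7.03 in LSP samples, 4.97-fold higher in USP (adjusted p = 0.383). The 2 probe sets of Sipa1, a signal-induced regulator of the GTPase Rap1, had log2 differences of -0.72 and -0.40 (adjusted p = 0.840 and 0.816). The alpha globin gene Hba-a1 had a level of 10.98 ± 0.27 (SD, n = 3) in USP and 7.91 ± 0.88 (SD, n = 3) in LSP samples, 8.43-fold higher in USP (log2 difference -3.08, standard error 1.06, adjusted p = 0.716), and its level was also 10.88 in CD8 sample B, against the floor in the other CD8 samples. The beta globin gene Hbb-b2 had a difference of -1.10 (adjusted p = 0.876), Cd14, a receptor of monocytes for lipopolysaccharide, -1.65 (adjusted p = 0.628), and the probe set listed as Ly6c, which the annotation assigns to several genes, -0.83 (adjusted p = 0.529). Cell cycle genes also differed among samples of the same population. Of 44 on the array, 12, 8 and 6 were detected, at a log2 level of at least 9, in LSP samples A, B and M. In USP samples N, O and Z, 17, 17 and 12 were detected. All probe sets detected, array by array, were 2299 and 2321 in A, 2264 and 1889 in B and 1947 and 1904 in M. In USP they were 2234 and 2191 in N, 2218 and 2195 in O and 1741 and 1737 in Z. The cell cycle counts were not tested against this number. From transcripts of activated cells and of blood lineages in USP, in cells that lack surface lineage markers, the paper proposes that these cells may be already turning on genes related to lineage determination.

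**Figure D2:**
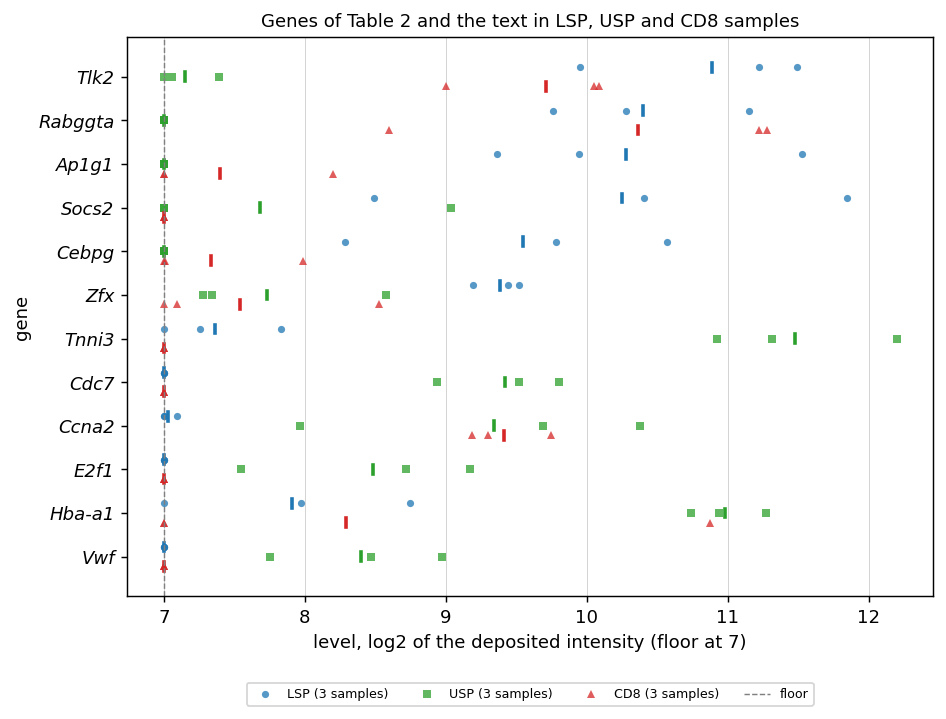
Level of 12 genes (log2 of the deposited intensity, floor of 7 dashed) in the LSP, USP and CD8 samples, a point per sample and a bar per population mean. Tnni3 and Cdc7 part the 3 LSP from the 3 USP samples, and Hba-a1 lies at 10.88 in CD8 sample B.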

Of note, these cells are CD45 positive, i.e. are already committed to a hematopoietic fate, but they are still negative for surface membrane lineage markers, such as those present in erythrocytic and granulocytic lineages. Thus, it appears that these cells may be already turning on genes related to lineage determination, while still not displaying lineage markers.

**Table 2:**
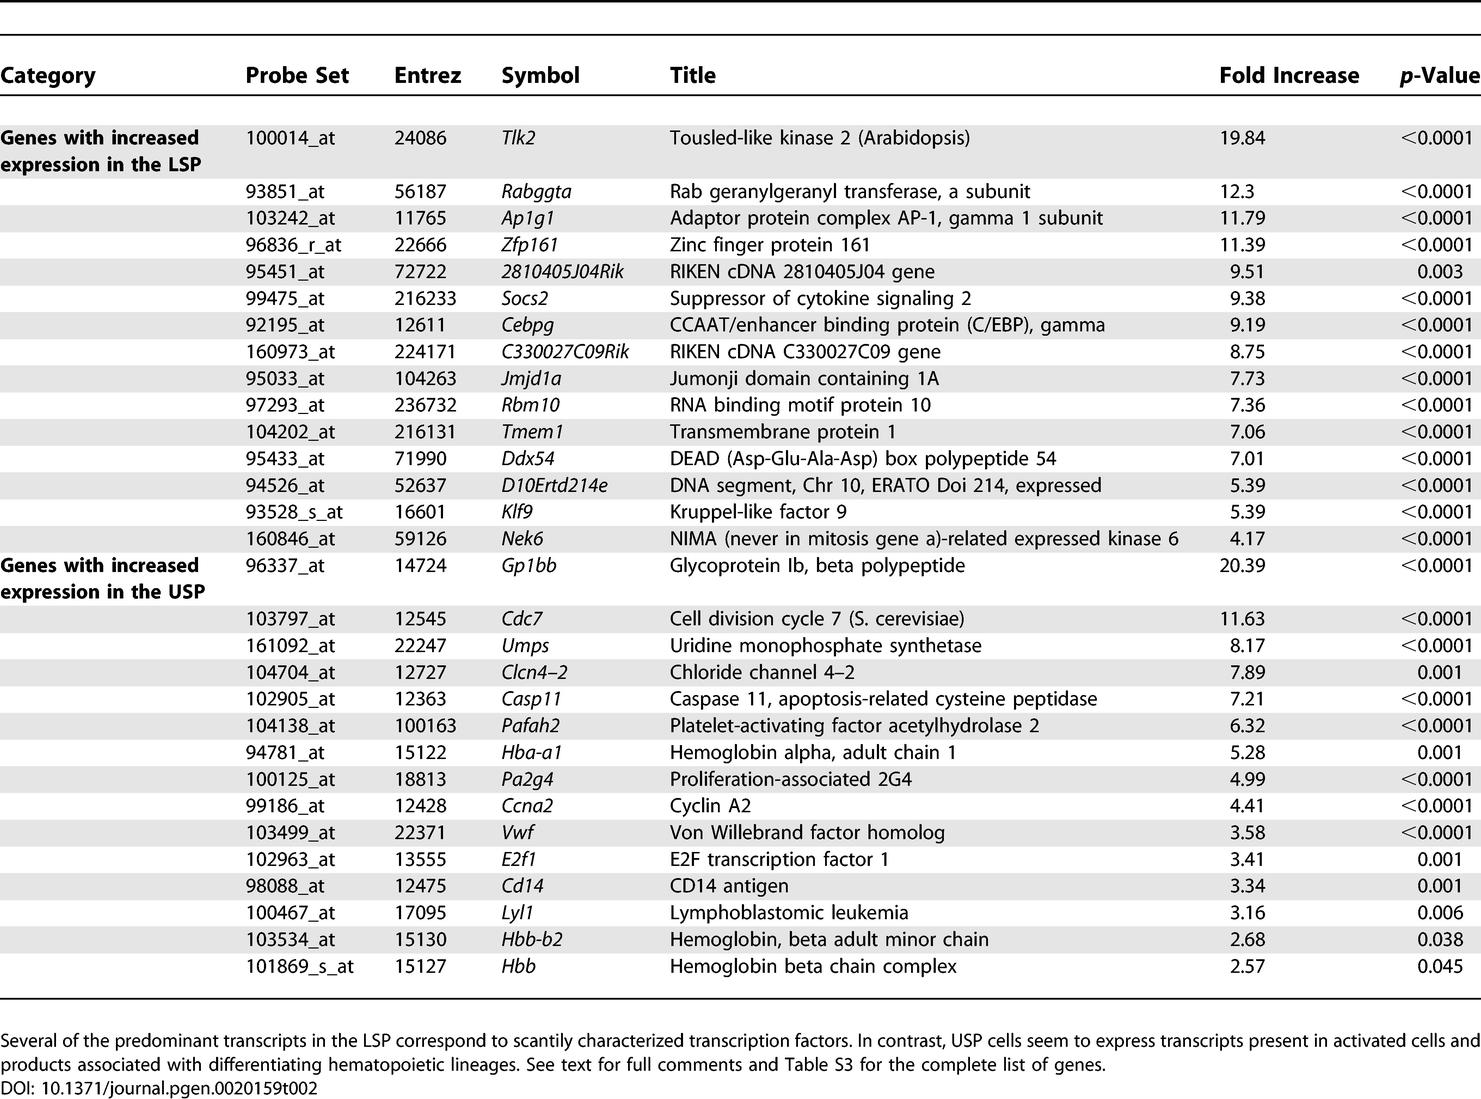
Selected Genes Found to be Differentially Expressed between the Lower and the Upper SP Cells Based on the Amplification of Ten-Cell Samples

### Gene Expression Profile of Single Stem Cells

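The single-cell experiment measured 12 SP cells, A to L, with 1 amplification and 1 array per cell and no repeat of any cell. The deposited values of these arrays are linear signal intensities with no negative value, and their log2 was used without a floor. A probe set was counted as detected at a log2 level of at least 9, which matched 95.8% of the P and other calls that the supplement gives for the 1996 probe sets at hand in the single cells. This level was taken after 10 levels were compared with those calls, since the deposited values are not the RMA levels for which a level of 6 had been planned. Each cell had 1194 to 1489 detected probe sets, with a median of 1293.5. In at least 1 cell 4215 probe sets were detected, in exactly 1 cell 1378, and in all 12 cells 184. The number of arrays limits the precision of every value per gene.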

We next applied this amplification and analysis strategy to 12 individual SP cells directly sorted into wells of a 96-well plate. For these experiments, the SP cells from the lowest tip that were also Sca-1^+^ and Gr1^−^ were sorted, to ensure the greatest possible level of functional homogeneity. When we analyzed the expression levels of the 800 most discriminative genes between SP and CD8 (i.e., those with an associated *p* < 0.005), there was, in general, greater variability among single cells than among 10-cell pools. However, the amplified transcription profile maintained an accurate representation of the transcriptional profile differences between distinct populations. This can be appreciated in Figures 2A and S3, where we can see that genes that are expressed at higher levels in CD8 T cells (as determined by our prior analyses) tend to be present in lower levels in each of the single cells, and vice versa. Thus, the overall genetic expression data are not affected and transcriptional representation is maintained.

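Levels had a larger SD between single SP cells than between pools of LSP cells, in part because of the floor of 7 applied to all arrays. Over the 10559 probe sets above the floor on at least 1 of the arrays compared, the median SD of the log2 level was 0.45 among the 12 single cells and 0.06 among the 3 LSP samples, larger in single cells at 76.0%. To set equal numbers side by side, 3 single cells were drawn at random 100 times: their median SD was 0.196, with a range of 0 to 0.388, and it was above that of the LSP samples in 95 draws. Of these probe sets 47.0% lay at the floor in all 3 LSP samples, where the SD is 0, so the low median there follows in part from the floor. Over the 441 probe sets detected in all 5 SCE, a set picked by neither group and added after the data were seen, the median SD was 1.40 in the 12 single cells, 0.903 in draws of 3 of them (range 0.683 to 1.111) and 0.48 in LSP samples. Over the 481 probe sets with a p under 0.005 from limma in SP against CD8, which include those of Lmo2, Tie1, Zap70 and Cd3d, the median SD was 1.01 in single cells, 0.58 in draws of 3 of them and 0.38 in LSP samples. These 481 were chosen by a test that counts the spread of the LSP samples, which favours a low SD there, so they are not a fair comparison of the 2 spreads. The aliquots of pooled lysate from 40 SP cells, each equal to 1 cell, had a median SD of 0.70 over the 481 probe sets, so a part of the spread of single cells also appeared in equal amounts of 1 lysate.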

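Genes higher in CD8 cells, such as Zap70, Cd3d and Il7r, were mostly on the SP side in single cells, and genes higher in SP cells were on the SP side in about as many cases as not, although Lmo2 was there in all 12 cells. For each of the 481 probe sets with a p under 0.005, the midpoint between the SP and CD8 means of the ten-cell samples was taken, and each single cell was placed on either side of it. At the 239 probe sets higher in CD8, single cells lay on the SP side at a mean of 78.4% ± 2.0 (SD, n = 12). At the 242 probe sets higher in SP, they lay on the SP side at 49.1% ± 3.0 (SD, n = 12), with a range of 44.2% to 54.1%. The 5 aliquots of pooled SP lysate gave 76.2% ± 2.5 and 55.3% ± 3.5 (SD, n = 5). The SP ten-cell samples, which set the midpoints, gave 89.3% to 94.6% at probe sets higher in SP, and the CD8 samples 0.8% to 2.1%. A level at the floor counts for SP at probe sets higher in CD8 and for CD8 at probe sets higher in SP, so transcripts missed in a single cell move the percentages in opposite directions.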

**Figure 2:**
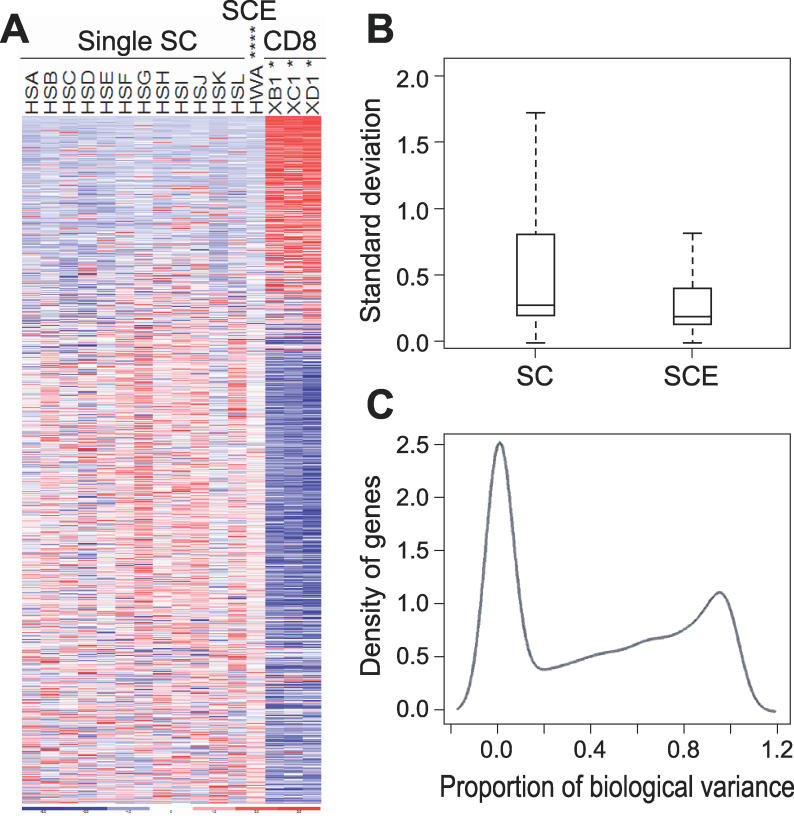
Genetic Representation of Single-Cell Amplifications (A) The transcriptional profiles obtained for individual SP stem cells maintain an accurate representation of the overall genetic differences between populations. The genes that are statistically most different between SP cells and CD8 T lymphocytes (*p* < 0.005), as determined by the 10-cell amplification experiments, are displayed in the heat map. Expression levels were normalized to 1 (white). Red genes are over-expressed and blue genes under-expressed in that sample. HSA through HSL are the results of the amplification of individual single SP cells mRNA. HWA is an average obtained for SCE amplifications (see text for explanation). XB1 through XD1 are the results for 10 CD8 T-cell amplifications. Genes that are expressed at higher levels in CD8 cells are generally expressed at lower levels in the individual SP cells and vice versa: the individual SP cell amplifications display the same overall transcriptional profile as the amplifications performed in a larger number of cells; the same applies to the SCE amplifications (for individual SCE profiles, see Figure S3). (B) The variance of single-cell amplifications (SC) is higher than SCE. The figure shows the standard deviation (SD) of the genes from SC and SCE experiments. The box plot shows the inter-quartile range and median of the SD values. For visual clarity, outlier values are not shown. The median standard deviation is higher in the single cell experiments, suggesting clear evidence for biological variation among the single cells. (C) Variance component analysis shows that a significant proportion of genes has a large component of biological variance. The graph represents the density of genes plotted against the ratio between the biological variance estimate and the total variance (the sum of the biological and technical variances). This ratio varies from 0 (all the variability in gene expression levels across single cells is attributable solely to technical variability) to 1 (all the variability is due entirely to biological variability). For the majority of genes, there is little or no biological variance. However, there is a sizeable share of genes with expression levels that exhibit extreme biological variance. The area under the curve indicates that the percentage of genes in which at least half of their variability is explained by biological variation is approximately 44%.

The variability observed among single SP cell transcription profiles could be due to biological differences that exist between individual stem cells, reflecting true gene expression differences between individual stem cells. Alternatively, technical differences in the cDNA preparation, PCR amplification, or chip hybridization of each cell could account for some or all of the variation. In order to determine exactly what proportion of variation was due to biological versus technical causes, we performed the same amplification and detection procedures in parallel on RNA from 5 single-cell-equivalents (SCE). These SCE were made by sorting 40 SP cells into 40 times the amount of lysis buffer and aliquoting the cell lysate so that each amplification and hybridization reaction was performed with a volume and quantity of RNA equivalent to that of a single cell. This effective pooling of the RNA should allow us to measure variation originating in the methodology. 

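Each of the 5 single-cell-equivalents (SCE), A to E, was amplified apart and hybridized to 1 array, and their values are deposited as signal intensities with no negative value, in the same unit as those of the single cells. The detection level of log2 9 matched 94.9% of the supplement's calls in the SCE. Each SCE had 1351 to 1563 detected probe sets, with a median of 1495, against a median of 1293.5 in single cells. In at least 1 SCE 3139 probe sets were detected and in all 5 SCE 441, while 1520 probe sets detected in a single cell were detected in no SCE. All 5 SCE come from 1 lysate, so their spread measures the sampling of transcripts, the amplification and the hybridization, and not differences between mice.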

Single-cell amplifications contain both biological and technical variability, whereas SCE amplifications should only represent technical variation. Using the ratio of the SCE variances to the single cell observed variances we determined initially a conservative estimate of the minimal proportion of variation that can solely be attributed to biological differences for each gene. 

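The spread of levels was larger among the 12 single cells than among the 5 SCE for some genes. Among them were the stem cell gene Cxcr4, with an SD of 2.56 against 0.54, and Lst1, a leukocyte-specific transcript, with 4.12 against 0.53. For others it was the same or smaller: Lmo2 had an SD of 0.52 in single cells and 0.93 in SCE, and Abcg2 had 3.24 and 3.47. Across all 12422 probe sets, the median SD of the log2 level was 1.34 in single cells and 1.20 in SCE, and the SD was larger in single cells at 60.5%. The SD divided by the mean level averaged 0.257 in single cells and 0.240 in SCE. When 5 single cells were drawn at random 100 times, to equal the number of SCE, their median SD was 1.27, with a range of 1.16 to 1.37, and it was above that of the SCE in 93 draws.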

The overall normalized standard deviation of each gene for the SCE is indeed lower (average 0.106) than that of the individual stem cells (0.133), as it can be appreciated in Figure 2B. These results suggested that at least 20% of the variation in genetic expression levels must be exclusively due to biological fluctuation or differences in the transcripts of individual stem cells. Of note, when we compare the average expression of each gene between individual stem cells and SCE by applying the previously used statistical criterion (*p* < 0.05), only 18 genes are found to display a fold difference ≥ 1.6. 

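The genes with the largest difference in mean between single cells and SCE were globins. Hba-a1, an alpha globin gene, had a level of 8.14 ± 1.49 (SD, n = 12) in single cells and 12.65 ± 0.74 (SD, n = 5) in SCE (log2 difference -4.51, standard error 0.70, adjusted p = 0.0184 from limma). The probe set listed as Hbb, which the annotation assigns to several genes, had a difference of -4.87 (adjusted p = 0.00329). These were the only 2 of 12422 probe sets with an adjusted p under 0.05. At an unadjusted p under 0.05 and a fold of at least 1.6, 445 probe sets were higher in single cells and 279 in SCE, 724 in all. The split between directions depends on the scaling: with each array centred on its own median, 328 were higher in single cells and 386 in SCE. In simulated data, limma called 8% of differences of 2 log2 units in this design and 74% of differences of 4.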

Theoretically, since both samples represent the same population, there should be no differences in means between them. We believe that our findings are within the false discovery range expected by running so many simultaneous comparisons between a limited number of samples.

To further investigate our findings, we performed a variance component analysis on the expression of each gene represented in the microarrays (Figure 2C). Through this methodology, we were able to conclude that, although most variation in expression of the majority of the genes analyzed is attributable to technical factors, in a significant proportion of genes this is not the case. Instead, true biological variability accounts for the differences in expression levels observed among single cells. Specifically, the percentage of genes in which at least half of their variability is explained by biological variation is approximately 44%. 

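For 41.6% of the 4215 probe sets detected in at least 1 single cell, the variance between single cells beyond that of the SCE made up a proportion of at least 0.5 of the whole, here called the biological proportion. The proportion was 0 for 31.8% of these probe sets and above 0.95 for 5.6%. Genes at the high end include Ninj1, a cell adhesion protein of injured nerve, at 0.997, Lst1 at 0.991 and Cxcr4 at 0.974, and genes at 0 include Lmo2, Abcg2 and Tal1. Tal1 was detected in no SCE, so its proportion rests on SCE values under the detection level. Genes with the largest biological SD among those whose variance passed the test were Emc10, a subunit of the endoplasmic reticulum membrane complex, with a biological SD of 5.80, Hat1, a histone acetyltransferase, with 4.84, Capns1, a calpain subunit, with 4.81 and Lig3, a DNA ligase, with 4.42. Each of these 4 reached an adjusted p of 0.0296 in a 1-sided permutation test of the spread around the group medians. Its smallest p over all splits of the 17 arrays is 0.00016. In all, 23 probe sets had an adjusted p under 0.05 in that test and 525 an unadjusted p under 0.05. On simulated data the test made 6 false calls, and it called 26.0% of 50 probe sets with a true proportion of 0.99. Some of the 23 may therefore be false. Leaving out any 1 of the arrays gave between 0 and 50. With the number of detected probe sets per array regressed out, or with no filter on detection, the test called 0. With no filter on detection the share was 33.1%, where normally distributed values with no biological variance gave 26.9%. Other splits of the 17 arrays into 12 and 5, with the filter applied to the 12, gave a median share of 34.8%. From the share of genes in which biological variation explains at least as much as technical variation, the paper concludes that a phenotypically homogeneous population of stem cells is heterogeneous in its transcripts.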

Again, this establishes that a highly phenotypically homogeneous population of stem cells demonstrates real heterogeneity at the transcriptional level.

### Single-Cell Expression Analysis of Variability

In order to further clarify the finding of high variability in expression levels of single cells, we decided to take a closer look at the behavior of genes that have been previously associated with stem cell biology. The RMA software provided us with expression levels for every gene in each cell analyzed on the array (with a theoretical distribution from zero to plus infinity), but did not establish a threshold for actual “presence” or “absence” of a transcript in a particular sample. On the other hand, the Affymetrix microarray analysis algorithm (MAS5) classifies genes as “present” (P), “marginally present” (M), or “absent” (A) according to their expression levels in a single array based on the relative intensities of the perfect match and mismatch probes used to detect a particular transcript. We used these definitions of presence (P or M) and absence (A) to tentatively identify which genes were being transcribed above background levels at the time the GSC RT-PCR was performed.

We found that several genes previously described in association with HSC populations, such as *Sca-1,* LIM domain only 2 *(Lmo2), Ctla-2a,* and thrombopoietin receptor *(TPO-R),* were indeed found to be present by our method in each of the single stem cells studied. However, to our surprise, some genes previously connected to HSC (such as *Flk2, Abcg2,* and *CXCR4*) appeared to be expressed above background in only a limited number of single cells. 

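Lmo2 was detected in all 12 single cells and in all 5 SCE, with a level of 10.71 ± 0.52 (SD, n = 12) in single cells and 10.96 ± 0.93 (SD, n = 5) in SCE, and its biological proportion was 0. The probe set listed as Ctla-2a, which the annotation assigns to several genes, was also detected in all 12 cells, at 12.47 ± 0.62 (SD, n = 12), with a proportion of 0.075. The probe set listed as Sca-1, to which the annotation gives no gene, was detected in 11 cells, at 13.59 ± 2.36 (SD, n = 12), and in all 5 SCE, at 14.47 ± 0.18 (SD, n = 5), with a proportion of 0.995. Its level was 8.18 in cell C and 9.38 in cell G. Cd24a, which encodes a glycoprotein of hematopoietic progenitors, was detected in all 12 cells and 5 SCE, at 11.76 ± 0.43 (SD, n = 12).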

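Cxcr4, the receptor for the chemokine that holds stem cells in the marrow, was detected in 5 of 12 single cells and in all 5 SCE, with a level of 7.97 ± 2.56 (SD, n = 12) in single cells and 9.92 ± 0.54 (SD, n = 5) in SCE. Its biological proportion was 0.974 (permutation p = 0.00469, adjusted p = 0.196 over 4215 probe sets). Abcg2 was detected in 7 cells and 3 SCE, at 8.48 ± 3.24 (SD, n = 12) in single cells and 8.83 ± 3.47 (SD, n = 5) in SCE, so its levels varied as much in equal parts of 1 lysate as between cells, with a proportion of 0. By 1 of its probe sets, Flt3, the receptor also called Flk2, was detected in no single cell and no SCE, at 5.24 ± 1.65 (SD, n = 12). Its proportion of 0.437 describes values under the detection level. Lst1 was detected in 8 cells and 5 SCE, with a proportion of 0.991. Ifnar2, a chain of the interferon alpha receptor, was detected in 4 cells and no SCE, and Fhl1, a LIM-domain protein, in 4 cells and 2 SCE, with proportions of 0.584 and 0.356.

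**Figure D3:**
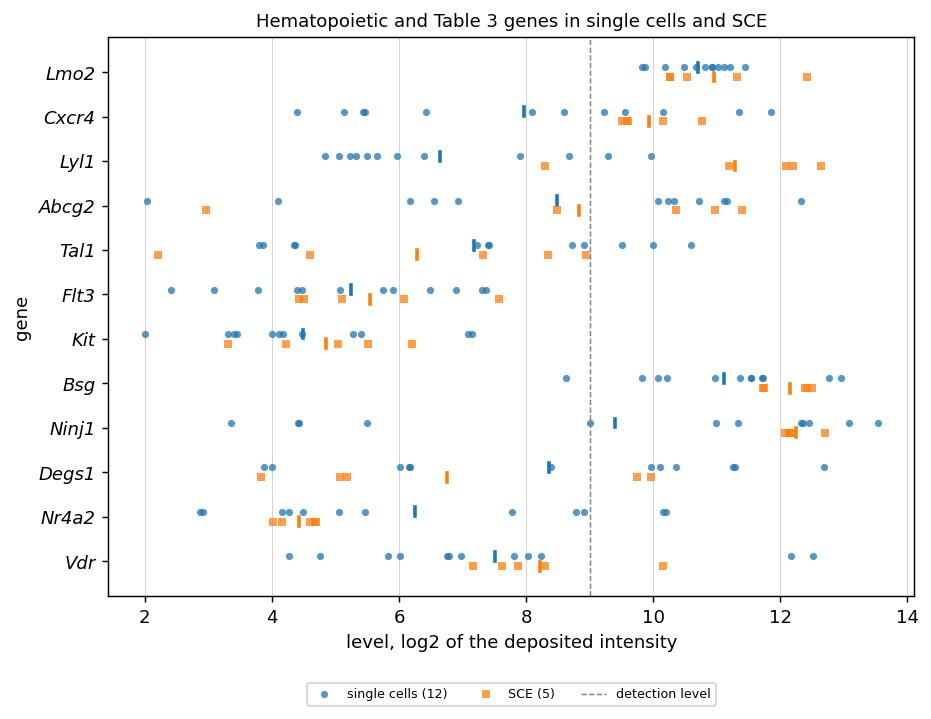
Level of 12 genes (log2 of the deposited intensity, detection level of 9 dashed) in the 12 single cells and the 5 SCE, a point per array. Lmo2 is above the detection level on all 17 arrays, Cxcr4 in 5 of 12 cells and all 5 SCE, and Kit on none.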

In general, the former genes tended to have low variance between cells, but the latter showed high variability (Figure 3A and 3B). Moreover, c-kit had consistently an “absent” call across almost all of the single-cell experiments.

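Kit, the gene of the c-kit receptor for stem cell factor, was below the detection level in all 12 single cells and all 5 SCE. Its level was 4.49 ± 1.52 (SD, n = 12) in single cells and 4.86 ± 1.13 (SD, n = 5) in SCE, and the biological proportion of 0.512 describes values under the detection level. Cd48, a surface protein of the SLAM family, was not detected in any single cell either.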

**Figure 3:**
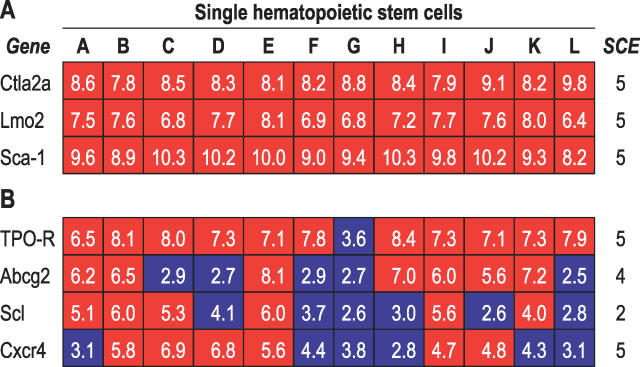
Expression Levels of Genes Previously Associated with HSC Genetic Profile Each single SP cell amplification experiment is represented by a different column (A–L). Genes given a P call by MAS5 are represented in red. Otherwise, they are shown in blue. The white numbers in the boxes represent the logged (base 2) gene expression levels calculated by RMA. The SCE column summarizes the number of P calls across five single-cell-equivalent (see text for explanation) amplification reactions. (A) Genes consistently present in all single cell amplifications performed using GSC RT-PCR followed by oligonucleotide array analysis. (B) Genes detected less frequently than expected. This can potentially be due to technical limitations or true biological variability among cells.

To validate the differences observed between single cells, we assessed gene expression in single HSC using individual single-cell Q-PCR. Genes with high and low variance, as well as high and low expression were chosen. Gene expression patterns of genes considered to be “present” (i.e., genes with P call) or “marginally present” (i.e., genes with M call) by microarray analysis showed similar patterns of expression by Q-PCR (Table 3). For example, as predicted by our microarray experiments, *Ctla-2a* and *Lmo2* were both found to be expressed on all 12 single-cell microarrays and in all single-cell Q-PCR experiments. Moreover, *Lyl1* and *Scl* were found in approximately half of the single-cell Q-PCR amplifications, similar to the rate identified by our GSC RT-PCR combined with microarray strategy. In contrast, c-kit, which was considered to be “absent” on 11 single cell microarrays and “marginally present” on one of them, was shown to be expressed in 53% of HSC tested by real-time RT-PCR, indicating that lack of detection on a microarray with our method does not necessarily represent true absence of mRNA expression. 

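Of the genes that were also measured by single-cell Q-PCR, Bsg, which encodes the surface glycoprotein basigin, was detected on 11 of 12 single-cell arrays and Lmo2 on all 12. Lyl1, a bHLH factor related to Tal1, was detected in 7 single cells and all 5 SCE by 1 of its 2 probe sets, at 10.61 ± 3.28 (SD, n = 12) and 13.59 ± 1.01 (SD, n = 5), with a biological proportion of 0.944. The other probe set of Lyl1 was detected in 2 cells and 4 SCE and had a proportion of 0, so the gene's variance differs between its probe sets. Tal1 was detected in 3 cells and no SCE, at 7.18 ± 2.50 (SD, n = 12). Ninj1 was detected in 7 cells and all 5 SCE, at 9.39 ± 3.87 (SD, n = 12) and 12.25 ± 0.26 (SD, n = 5). Degs1, a desaturase of ceramide synthesis, was detected in 6 cells, Csnk2a2, a casein kinase subunit, and Jun, a subunit of AP-1, in 4 each, the nuclear receptor genes Nr4a2 and Vdr in 2 each and Evi2a in 1. Bmp1, Esr1, Pgr and Cd48 were detected in none, and the T-cell gene Cd2 in 1. The Q-PCR measurements were not analysed here.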

As expected, Q-PCR is as, or more sensitive, than microarray detection. A few instances in which Q-PCR seems to be less sensitive, such as for *Bmp1* and *Csnk2a2,* could be related to non-specific cross-hybridization during microarray incubation.

**Table 3:**
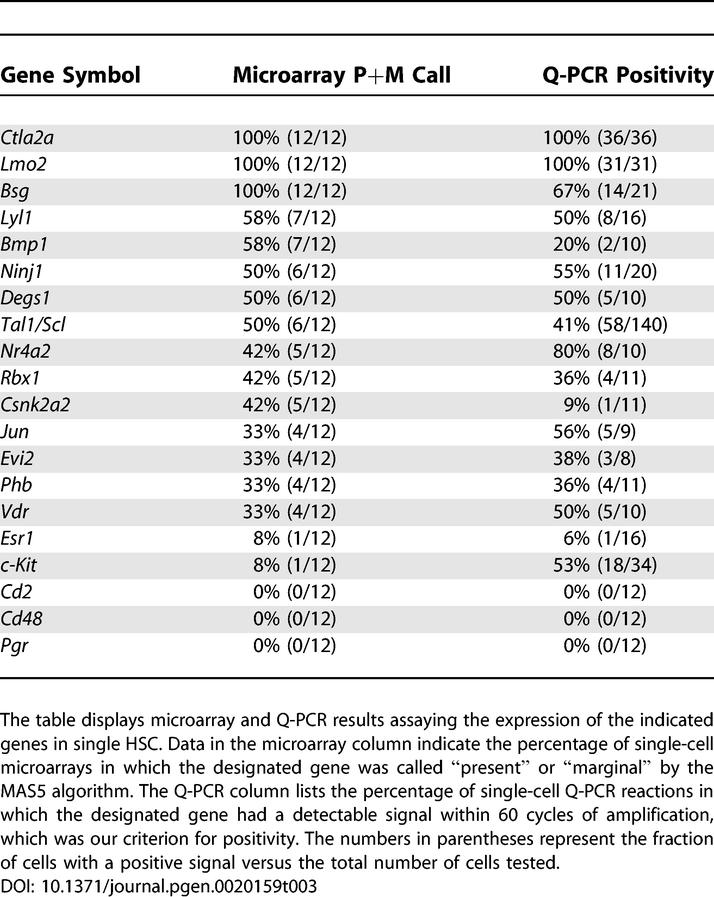
Q-PCR Validation of Single-Cell Microarray Data

As discussed above, variation in gene expression levels in our study can reflect either true biological variability, or technical variability. Our variance component analysis and our Q-PCR results suggest that a significant part of the variation in gene expression levels is real. In order to select which genes are reliably detected and biologically informative, several points need to be considered. Technical limitations can be due to poor amplification of some genes, or poor detection by non-optimal probes on the array; these genes will likely exhibit low expression levels with our technique even in the single-cell equivalents, and will have a small component of biological variability in the variance analysis. On the other hand, there are genes that display low variance across each of the single-cell-equivalent experiments, but still show high variability among single cells. In other words, these genes are detected at a similar level on identical mRNA samples (and consistently expressed on average in the stem cell population as a whole), but that they still show great variability between individual stem cells, which is detectable by our method and confirmed by Q-PCR. This second group of genes displays a large component of biological variance and is therefore the likely source of the biological variation observed in our data, making them potentially responsible for the functional variability of HSC (Figure 4 and Table S4).

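Of 122 probe sets with a biological proportion above 0.95 and detection in at least 4 single cells, 93 were detected in all 5 SCE and 10 in none. Ninj1, Lst1 and Cxcr4 are among those detected in all 5 SCE. Jund, a subunit of AP-1, was detected in all 12 cells and all 5 SCE, at 12.66 ± 0.70 (SD, n = 12) in single cells and 12.93 ± 0.18 (SD, n = 5) in SCE, with a proportion of 0.949. Bsg had a proportion of 0.939, at 11.11 ± 1.24 (SD, n = 12) and 12.16 ± 0.39 (SD, n = 5). Zfand5, a zinc finger protein that binds ubiquitin, was detected on all 17 arrays with a proportion of 0.816, and Cd24a, also on all 17, had one of 0.368. Nhp2, a ribonucleoprotein of ribosome and telomerase RNA, had a proportion of 0.996, and Lsm7, of the Sm-like complex of RNA decay, 0.995.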

**Figure 4:**
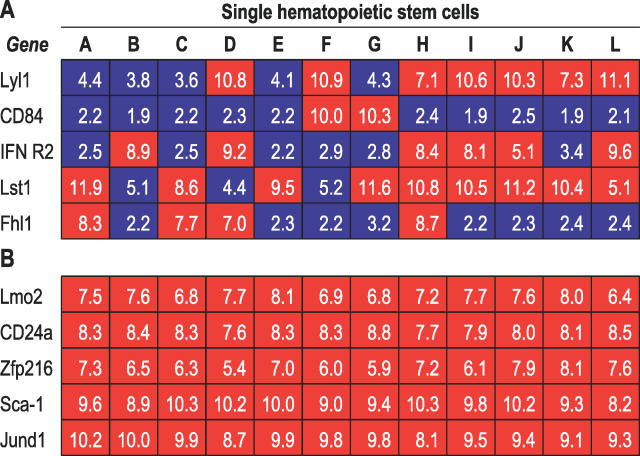
Selected Genes Consistently Expressed in SCE (Low Variance of Expression Levels), but Displaying High or Low Variability in Single SP Cells Genes with low variance in the SCE are likely to be detected accurately by our amplification procedure, since a fraction equivalent to one cell of the same pool of mRNA gives a consistent result across experiments: any variation detected in single cells should therefore reflect true differences in levels of gene expression. Some of these genes have low variation in single cells (B), while others (A) display different levels in distinct stem cells. The latter are likely to be responsible for heterogeneity in behavior of individual HSC (see Figure 3 for an explanation of the colors and numbers used).

To further characterize the biological differences between high and low biological variance genes, we performed a Gene Ontology (GO) analysis on the list of genes representing those two groups. 

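With the detection level in place of P calls, 122 probe sets had a biological proportion above 0.95 and detection in at least 4 of 12 single cells (HBV), and 99 had a proportion under 0.05 and detection in all 12 (LBV). Members of the gene lists fixed beforehand in the HBV group include Cxcr4, Tie1, the core binding factor gene Cbfb, the lactate dehydrogenase gene Ldha, the importin gene Ipo4, Lig3 and Prdx4. The LBV group holds 13 ribosomal protein genes, such as Rpl41 and Rpl10a, and Lmo2. Oxidative phosphorylation genes stand in both groups: 6 of 56 detected were HBV, among them the complex III subunit genes Uqcrb and Uqcr10, and 6 were LBV, among them the cytochrome oxidase subunit genes Cox6c and Cox6a1. These counts rest on the filter: with no filter on detection, 384 probe sets were above 0.95 and 5223 under 0.05. Without SCE B or SCE C, 211 and 184 probe sets were HBV, and without any other of the 17 arrays 116 to 173. Of 100 splits of the 17 arrays, 59 gave at least 99 LBV probe sets, and the splits other than the real one had a median of 107. The LBV number is therefore not beyond that of other groupings. For HBV, 1 split gave as many as 122, the real one.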

For the purpose of the GO analysis, we defined high biological variance (HBV) genes as those having an estimated proportion of biological variance greater than 95% and with a P call in at least a third of the single cell arrays (467 probe sets); low biological variance (LBV) as those with less than 5% of biological variance and P calls in all single cell arrays (361 probe sets). We selected these cutoffs based on a density estimate of the proportion of biological variance across all genes as shown in Figure 2C. This density estimate shows clear bi-modality, and the 5% and 95% cutoffs are the approximate modes of the two peaks in the density estimate. Additionally, these two well-separated cutoffs seemed appropriate to determine two widely disparate variance based classes.

The GO categories significantly associated with each gene list defined GO signatures for HBV and LBV genes. Examples of genes and respective GO categories from each signature are represented in Table 4. The full GO analysis tables are available as Tables S7 and S8.

**Table 4:**
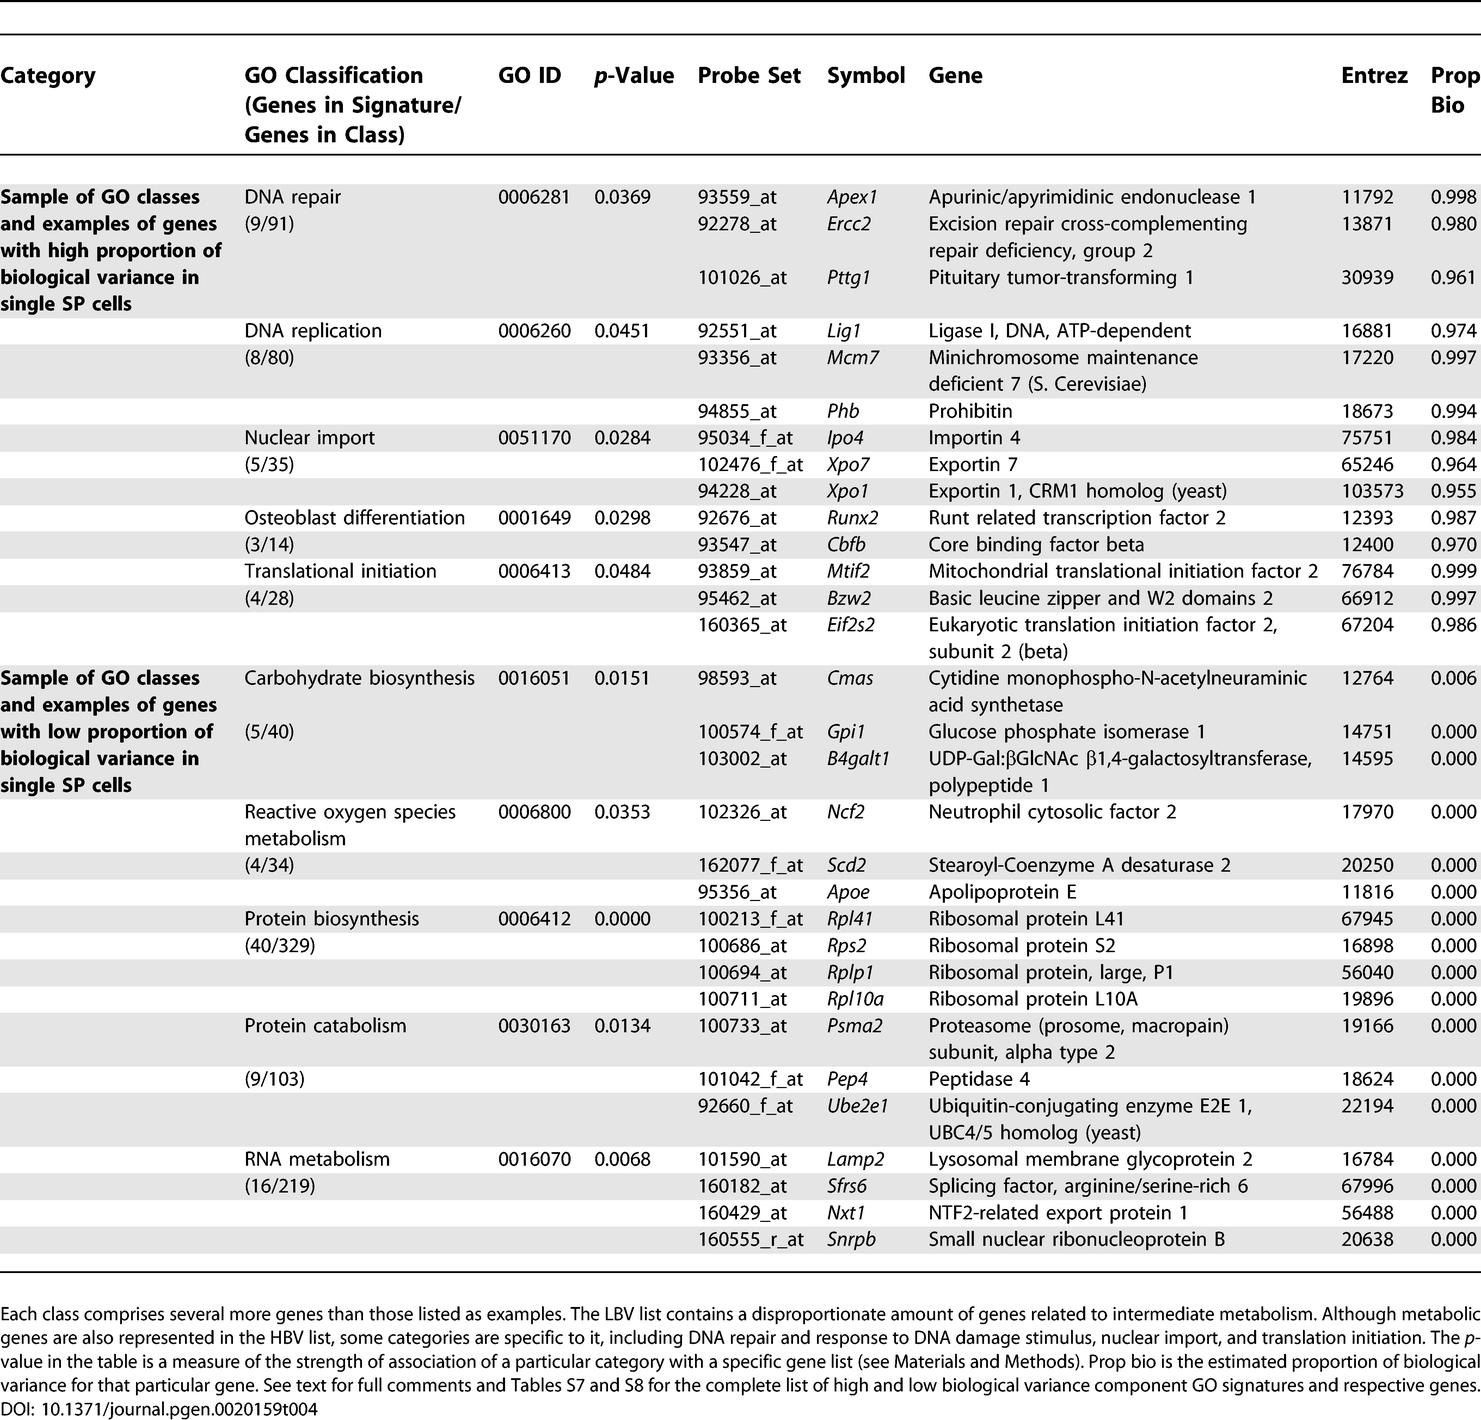
Sample of GO Classes with Examples of Corresponding Genes Found in GO Signature Tables for High and Low Biological Variance Component Genes

Salient features in the LBV group include an overrepresentation of genes involved in intermediate metabolism in the LBV signature. Furthermore, genes related to reactive oxygen species metabolism are also part of the LBV signature. This is of particular relevance since recent reports have highlighted the importance of these pathways in the self-renewal and control of life span of HSC [40,41]. 

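The ribosomal protein genes Rpl41 and Rpl10a varied little between single cells: Rpl41 had a level of 14.82 ± 0.34 (SD, n = 12) in single cells and 14.23 ± 0.28 (SD, n = 5) in SCE, and Rpl10a 13.85 ± 0.35 and 13.28 ± 0.22. Both had a biological proportion of 0, and the median of the 23 ribosomal protein genes detected was also 0, against 0.515 in random lists with like mean levels (permutation p = 0.0194, adjusted p = 0.155 over 16 lists), so the list did not pass. With separate means for single cells and SCE the median of the list was 0.421, against 0.606 in random lists (permutation p = 0.26). Ube2e1, a ubiquitin-conjugating enzyme, was detected in all 12 cells and 4 SCE, with a proportion of 0. Of the genes of reactive oxygen species metabolism, Prdx2, a peroxiredoxin, and Txn1, thioredoxin, were LBV, and Prdx4, another peroxiredoxin, was HBV. The median of the 14 detected genes of this list was 0.112, against 0.395 in random lists (adjusted p = 0.594). Apoe, apolipoprotein E, was detected in 5 cells and 3 SCE, with a proportion of 0.215. The medians of 10 glycolysis genes, 0.294, and of 56 oxidative phosphorylation genes, 0.372, did not differ from those of random lists (adjusted p = 0.878 each).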

Although the HBV signature also includes some metabolic genes, some categories appear to be specific to HBV, including genes related to DNA repair and replication, nuclear import, response to DNA damage stimulus and translational initiation (Table 4). Furthermore, a group of genes whose function has been traditionally attributed to osteoblast differentiation is significantly associated with HBV.

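Ipo4, an importin that carries proteins into the nucleus, was detected in 5 of 12 single cells and all 5 SCE, with a level of 7.58 ± 3.74 (SD, n = 12) in single cells and 10.57 ± 0.88 (SD, n = 5) in SCE and a biological proportion of 0.968. The exportin genes Xpo1 and Xpo7 were detected in 2 cells and 1 cell and in no SCE, with proportions of 0.818 and 0.287. Of the genes of translational initiation, Eif2s2, a subunit of initiation factor 2, was detected in 3 cells, Mtif2, the mitochondrial initiation factor, and Bzw2 in 2 each, with proportions of 0.814, 0.912 and 0.846, and none was detected in an SCE. Mcm7, a subunit of the helicase of DNA replication, was detected in 2 cells and no SCE, with a proportion of 0.792. For Mcm7, these initiation genes and the exportin genes, the proportion rests on SCE values under the detection level. As groups, the 20 detected DNA repair genes had a median proportion of 0.487, the 21 nuclear transport genes 0.348 and the 30 translation initiation genes 0.464, and none differed from random lists with like mean levels (adjusted p = 0.826, 0.98 and 0.878 over 16 lists, permutation). The 17 detected cell cycle genes had a median of 0.792 against 0.349 in random lists (permutation p = 0.0046, adjusted p = 0.0736), which did not pass, and with the biological SD in place of the proportion 1.462 against 0.983 (permutation p = 0.138, adjusted p = 0.63). Of these genes 82.4% had a proportion of at least 0.5, among them Rrm1, a ribonucleotide reductase subunit, at 0.945 and Cks2, a subunit of cell cycle kinases, at 0.949.

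**Figure D4:**
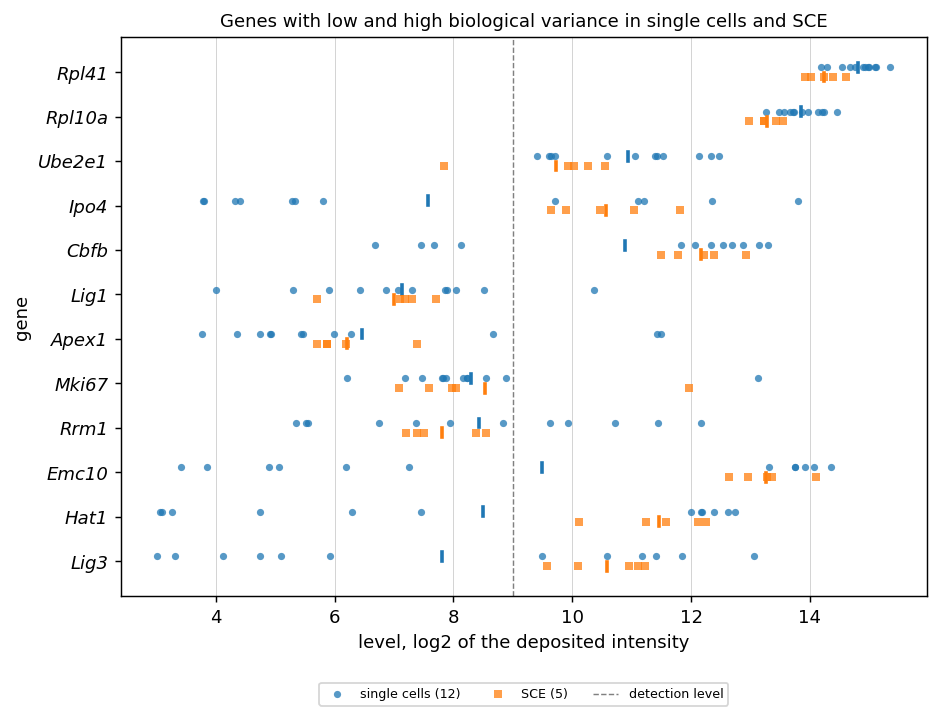
Level of 12 genes of the high and low variance groups, of cell cycle genes and of genes called by the variance test (log2 of the deposited intensity, detection level of 9 dashed) in the 12 single cells and the 5 SCE, a point per array. Rpl41 and Rpl10a stay within a narrow range in both groups, whereas Ipo4, Emc10, Hat1 and Lig3 spread over several log2 units in single cells alone.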

Examples of genes in the DNA repair and response to DNA damage categories include *Apex1* (apurinic/apyrimidinic endonuclease 1), *Ercc2* (excision repair cross-complementing repair deficiency, group 2), *Lig1* (ligase I, DNA, ATP-dependent), and *Pttg1* (pituitary tumor-transforming 1). 

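Apex1, an endonuclease of base excision repair, was detected in 2 of 12 single cells and in no SCE, with a level of 6.46 ± 2.64 (SD, n = 12) in single cells and 6.20 ± 0.68 (SD, n = 5) in SCE and a biological proportion of 0.942. Lig1, the ligase of DNA replication, was detected in 1 cell, K, at 10.37, and had a proportion of 0.810. For Apex1 and Lig1 the proportion rests on SCE values under the detection level. Ercc2, a helicase of nucleotide excision repair, was detected in 2 cells, at 7.78 ± 1.26 (SD, n = 12), and Pttg1, securin, in 1 cell, each with a proportion of 0. None of these 4 genes was detected in 4 cells or more, so none enters the HBV or LBV group. Lig3, a ligase of base excision and mitochondrial repair, did: it was detected in 6 cells and all 5 SCE, at 7.81 ± 3.76 (SD, n = 12) and 10.59 ± 0.72 (SD, n = 5), with a proportion of 0.978.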

Lack of *Apex1* has been involved in increased spontaneous mutagenesis in somatic and germ cells [42]. *Ercc2* has been previously described in the context of premature aging and decreased life span associated with increased sensitivity to oxidative damage [43]. Absence of *Pttg1* causes a variety of cell growth abnormalities [44]. 

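Cbfb, the subunit that Runx factors share, was detected in 8 of 12 single cells and all 5 SCE, with a level of 10.89 ± 2.57 (SD, n = 12) in single cells, between 6.68 and 13.30, and 12.16 ± 0.55 (SD, n = 5) in SCE. Its biological proportion was 0.966, and its variance did not pass the permutation test (p = 0.0575, adjusted p = 0.413). The probe set listed as Runx2, to which the annotation gives no gene, was detected in 2 cells and no SCE, at 5.86 ± 2.30 (SD, n = 12) and 2.69 ± 0.63 (SD, n = 5), with a proportion of 0.975. That proportion rests on SCE values under the detection level.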

*Runx2* (runt related transcription factor 2) and *Cbfb* (core binding factor beta) belong to the “osteoblast differentiation category”, but they may actually have a role outside this process. Both Cbfb and Runx family proteins have been shown to be required for normal maturation of hematopoietic cells as well as establishment of definitive hematopoiesis [45,46], and both have been associated with leukemogenesis [47]. Overall, it seems that whereas LBV is associated with a housekeeping function, HBV likely translates different states of readiness, switching mechanisms from a quiescent to a proliferative state or even control of early commitment steps.

In order to exclude any bias introduced in our results by the different localization of the probes along each gene, we also examined the extent to which probe location within transcripts was associated with the variance components. We found no difference in the median relative probe position between the groups of probe sets corresponding to HBV and LBV genes (Figure S4) demonstrating that HBV do not result from their probes being less 3′ biased than LBV. Finally, we took a closer look at the relationship between the intensity of the probes and the estimated proportion of biological variance. Because of their nature, HBV genes are likely to have on average lower expression levels: being variable means that sometimes there is no transcript present and this will bring the average expression levels lower. Therefore, better than comparing the distribution of average intensity of genes between HBV and LBV groups is to look at the distribution of the maximum intensity for each gene (since the theoretical maximal level of expression will never be lower than this value). 

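The highest level over the single cells was lower in the HBV than in the LBV group: its median was 12.66 over the 122 HBV probe sets, such as those of Cxcr4 and Cbfb, and 13.19 over the 99 LBV probe sets, such as those of Lmo2 and Rpl41. The difference in medians was -0.53 (2-sided permutation test, p = 0.00453). The middle range of the highest levels ran from 11.79 to 13.47 in the HBV and from 12.45 to 13.73 in the LBV group. When the proportion was estimated with separate means for single cells and SCE, the difference was -0.37 and did not pass (permutation p = 0.219). An LBV probe set had to be detected in all 12 cells and an HBV one in only 4, which by itself favours higher levels in the LBV group, so the difference does not rest on the variance alone.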

When we do this, we can see that while it is true that HBV genes tend to have maximal expression levels slightly lower than those with LBV, both HBV and LBV gene lists have significant proportions of low expression level genes (Figure S5). This argues again that HBV does not result solely from differences in probe intensity (which would be disregarded by the SCE experiments). Instead, it suggests that HBV genes have more labile transcriptional levels, as opposed to highly expressed LBV genes.

## Discussion

Here, we have demonstrated that gene expression profiles of minimal numbers of cells, from a single cell to as few as ten cells, can be obtained using microarray technology. The method is both remarkably reproducible and accurate, generating profiles that can be used to cluster cell types with fidelity and to predict gene expression differences that can be readily validated using quantitative real-time PCR (Figure 1B). This methodology will be important for further investigating differences between these and other stem cell types, and understanding the role that micro-heterogeneity has in dictating biological function.

In contrast to previous efforts, we have studied the genetic expression of individual stem cells, instead of a population of stem cells [11–17]. A few authors have previously addressed the transcriptional profile of single cells of developing pancreas [24], metastatic foci [23], or adult hippocampus [25], but these studies have used platforms containing a limited number of genes. A previous publication has examined single olfactory neurons [26], which are very large cells containing substantial amounts of mRNA, but the expression levels of individual genes was not validated. We have demonstrated that the average relative expression levels determined by our method are accurate, examined the expression of tens of thousands of genes simultaneously and studied cells that have minimal cytoplasm and thus scant mRNA. Furthermore, by analyzing the transcriptional profile of stem cell equivalents, we were able to identify which genes are reliably measured using our method, which is unique to this study.

Similar to others, we have been unable to identify a group of genes that is specific for (i.e. only expressed in) HSCs. However, our work establishes that genetic expression differences within purified stem cell populations exist, which is critical when considering stem cell function. Our observations substantiate existing evidence suggesting variability in patterns of gene expression between individual cells in hematopoietic stem and progenitor cells and that have established the notion of multi-lineage gene priming [48–50]. The findings in these papers, which point to promiscuity in the expression of lineage-specific genes in early progenitors, support our results showing (possibly combined) early expression of myeloid and erythroid markers in the upper SP (which is lineage negative, by surface markers). However, it should be noted that the main focus of these above-referenced papers is that HSC or progenitors simultaneously express genes from different lineage-committed cells. The meaning of this finding and the potential reasons why this had not been seen previously by other investigators are discussed in the papers. Although some variability in expression of individual cells was noted, this was not the focus of the studies. Our work is also unique in that we have studied genetic expression differences at a much larger scale than single-cell RT-PCR for a limited number of genes.

When others have analyzed the genetic expression profiles of single cells from relatively homogeneous populations [24,51], while some of the transcripts studied were regularly detected in every cell, they also found consistent variation in expression levels of other genes. By studying the amplification of single cell equivalents, we have established that this cannot exclusively be ascribed to technical limitations. The use of SCE is superior to other possible strategies, such as studying a putative more homogenous population or establishing a threshold of detection for specific genes by spiking a known number of RNA molecules in our samples. On one hand, a common pool of RNA obtained by aliquoting a mixture of a few cells is more homogenous than even a cell line. On the other hand, a complex mixture of RNA will have amplification kinetics different from an isolated single molecule of RNA and any particular gene present in a complex mixture of RNA will have its own amplification kinetics. The comparison between single cells and SCE should tell us not only whether we are looking at real biological variation, but also what the inherent noise of the measurement is.

Our single-cell data corroborate previous observations that suggest that transcriptional activity is “quantal” and that, most likely, genes that are know to be active in a certain population may not necessarily be constantly transcribed at the same levels in every single cell [52–55]. Genetic expression fluctuation is indeed thought to occur in single cells from otherwise homogeneous populations and could constitute the basis for differences in stem cell fate and behavior. The differences that we observed between individual SP cells may be inherently stochastic or caused by micro-environmental differences in the stem cell niche, and may also dictate their differential response to activating stimuli. In turn, these may translate into diversity in the level of readiness of each stem cell or may predispose individual cells to differentiate toward distinct lineages.

In any case, one striking observation is that some genes exhibit very low variance between the single cells, while other genes exhibit high biological variance. The GO analysis indicates that the LBV genes primarily serve a house-keeping function, while the HBV group includes genes which seem to affect the state of readiness. This is likely related to the still poorly understood question of why only a few stem cells are activated at any given time. Some of the HBV genes identified here may dictate which cells are utilized first.

Although it is evident that we can detect biological differences, because of technical limitations, the expression of some genes will simply not be measurable using this technique. As previously observed in other studies of transcriptional profiling, some probe sets present on the Affymetrix microarrays tend not to be informative. These sets likely cross-react with repetitive sequences, recognize similar sequences in unrelated transcriptionally active genes or simply have poor hybridization kinetics. In addition, some genes are recognized on the array by multiple distinct probe sets, which in some cases give very different results. Because our method relies on the amplification of the 3′-most portions of transcripts, the minority of probe sets that are less 3′-biased (or well-distributed throughout the gene) may not detect the expression of some genes.

Expression of c-kit, negative on the array but variably positive in the Q-PCR, illustrates this point. However, c-kit also illustrates potential discrepancies between protein and mRNA expression, and especially between protein levels and transcript levels. We know from many other experiments that all SP cells purified as done here express abundant c-kit protein on their surface. Yet, that does not necessarily mean that this gene is being transcribed at high levels in every HSC. It is also possible that the low level of mRNA reflects a post-transcriptional regulation of c-kit, such as rapid degradation, that merits further study. One needs to keep in mind that gene expression levels calculated by microarray analysis are in fact measurements of levels of specific transcripts, which in turn depend both on gene expression activity and competing mRNA degradation.

In brief, some genes in the array will not be informative using our strategy. However, a considerable amount of them are reliably detected and we feel that, for the purposes of our experimental plan, the most informative candidates are those that have a consistent expression above background in the stem-cell equivalent experiments but variable detection between individual SP cells, even though this definition may overlook some important genes, such as *Bmi1,* which have moderate expression levels. In any case, based on our data, a significant proportion of genes on the array (almost half of those with a “present” call in at least a single cell) should be informative. Future studies of the role of genes differentially expressed among single stem cells will bring important insight regarding their physiology. Further refinements in microarray technology, PCR technique, amplification methods [56], and oligonucleotide chemistry will undoubtedly increase the detection accuracy by the GSC RT-PCR combined with oligonucleotide microarray strategy.

Our method will also be of use to derive gene expression profiles from limited number of cells that can be obtained using laser capture micro-dissection from tissue sections, enabling the definition of pre-disease gene profiles. Likewise, this methodology may be applicable to rare cell types that can only be identified currently by morphology and location, such as intestinal [57] stem cells and melanocytes [58]. Finally, single-cell expression profiling may be able to uncover genetic pathways in highly characterized biological systems such as Caenorhabditis elegans, where single genes are known to direct individual cell fate, but the down-stream consequences of master-gene expression are not fully understood.

## Materials and Methods

### Animals.

C57Bl/6 CD45.1 mice were used at 7–9 wk of age. Mice were bred and maintained on acidified water in the animal care facility at Baylor College of Medicine.

### Cell sorting.

For single or ten-cell experiments, whole bone marrow (WBM) was collected from the femora and tibiae of one mouse as previously described. For RNA isolation to use in Q-PCR, WBM was obtained from five mice and enriched for Sca-1 positive or CD3-positive cells using magnetic beads (autoMACS; Miltenyi Biotec, Sunnyvale, California, United States) conjugated with anti-biotin antibodies after incubation of the cells with biotinylated antibodies against the former molecules. The SP samples were initially incubated with Hoechst 33342 (Sigma, St. Louis, Missouri, United States) as previously described and stained with PE-conjugated anti-Sca-1 antibody (or PE-conjugated streptavidin) and FITC-conjugated anti-Gr-1 (Ly6G)/Ly6C antibody and sorted for cells positive for Sca-1 and negative for Gr-1/Ly6C in the SP region. The LSP was defined as the lower third of the SP region and the USP as the upper third of the SP region. The SP region was defined conservatively and did not include the upper shoulder of the tail. There was no overlap between USP and LSP. The CD8+ T cell samples were stained with FITC-conjugated anti-CD3 antibody (or FITC-conjugated streptavidin) and PE-conjugated anti-CD8 antibody and sorted for double positives (all antibodies from BD Pharmingen, San Diego, California, United States).

### Global single or minimal number cell RT-PCR.

We sorted single-cell or ten-cell samples using a MoFlo (Cytomation, Fort Collins, Colorado, United States) into individual wells of a 96-well PCR plate containing 4 μl of lysis buffer. For 100 μl of lysis buffer, we combined 76 μl of RNase free water, 20 μl of first strand buffer (20 mM Tris-HCl [pH 7.5], 100 mM NaCl, 0.1 mM EDTA, 1 mM DTT, 0.01% v/v NP-40, and 50% v/v glycerol), 1 μl of Prime RNase inhibitor (Brinkmann, Westbury, New York, United States), 1 μl of RNase Guard (Promega, Madison, Wisconsin, United States), 0.5 μl of NP-40, and 2 μl of a fresh 1/24 dilution of stock primer mix. The stock primer mix was prepared adding 1 μl of 100 mM dATP, 1 μl of 100 mM dCTP, 1 μl of 100 mM dGTP, 1 μl of 100 mM dTTP, and 2 μl of 500 μg/ml oligo-dT_12–18_ (Invitrogen, Carlsbad, California, United States) to 2 μl of RNase free water (Promega).

Following sorting, cells were incubated 1 min at 65 °C (to lyse the cytoplasmic membrane—the nuclear envelope remains intact—and denature the mRNA), 2 min at 25 °C (to allow the oligo-dT to anneal to the poly-A tails of the mRNA), and chilled on ice. Next, we added 0.5 μl of a 1:1 mix of M-MLV (200 U/μl) and AMV (2.5 U/μl) reverse transcriptases and we incubated the plate at 37 °C for 15 min and 65 °C for 10 min (to inactivate the enzymes).

After the RT, we added 4.5 μl of tailing buffer and 0.4 μl (25 U/μl) of terminal deoxynucleotidyl transferase (TdT) (Roche, Nutley, New Jersey, United States) and let this polyadenylation reaction run for 15 min at 37 °C, followed by an inactivation step of 10 min at 65 °C. The tailing buffer was made by mixing 400 μl of 5 × TdT buffer (500 mM potassium cacodylate [pH 7.2], 10 mM CoCl_2_, and 1 mM DTT) (Invitrogen) with 15 μl of 100 mM dATP and 585 μl of RNase-free water.

Next, we added 90 μl of PCR mix to the resulting products and performed the following PCR program: 25 cycles of 2-min denaturation at 94 °C, 2-min annealing at 42 °C, and 6-min (extending 10 s each cycle) extension at 72 °C. This was followed by, after adding extra 1 μl (5 U/μl) AmpliTaq (Roche), the same PCR program, without prolonging the extension time each cycle. For each PCR reaction, we mixed 53.5 μl of water, 10 μl of 10× PCR buffer II (100 mM Tris-HCl [pH 8.3] and 500 mM KCl), 10 μl of 25 mM MgCl_2_, 9 μl of 200 μM AL-1 primer, 4 μl of 100 mM dNTP, 1 μl of 5% v/v Triton X-100, 0.5 μl of 20 mg/ml bovine serum albumin, and 2 μl of AmpliTaq (5 U/μl). After the PCR, we ran 5 μl of each amplified product in a 1.5% agarose gel. If the amplification is successful, you should see a smear extending from around 300 bp to 1,200 bp (around 1 μg of DNA). However, frequently you can also see a smear in your negative (no cell) controls. This has been described previously [28] and is thought to result from bacterial contaminants present in the solutions. In order to identify successfully amplified cells, we prepared a Southern blot and probed it for a housekeeping gene *(GAPDH)*. See Protocol S1 for a comment on the GSC RT-PCR method.

### Target fragmentation.

The remaining poly-A cDNA was purified in a PCR cleanup column (Qiagen, Valencia, California, United States) and eluted in 50 μl of 10 mM Tris-HCl [pH 8.5]. We then used a Speed Vac machine (Jouan, Winchester, Virginia, United States) or Microcon-30 filter devices (Millipore, Billerica, Massachusetts, United States) to concentrate 25 μg of poly-A cDNA to 67.5 μl and added 14.2 μl of buffer mix. Buffer mix was prepared by combining 10.5 μl of One-Phor-All (Amersham, Piscataway, New Jersey, United States) buffer (100 mM Tris-acetate [pH 7.5], 100 mM magnesium acetate and 500 mM potassium acetate) to 6.6 μl of 25 mM CoCl_2_. We next added 0.5 U of DNase I (1 U/μl) (Invitrogen) and 9.5 μl of its respective 1× buffer (20 mM Tris-HCl [pH 8.4], 2 mM MgCl_2_, 50 mM KCl) and incubated the reaction for 3 min at 37 °C, followed immediately by placement in a boiling water bath for 15 min [33,34]. Adequate fragmentation of the cDNA should generate segments averaging 50 bp. The optimal concentration of DNase I and digestion time have been titrated for our reaction, by running a digested sample aliquot on a denaturing 10% PAGE together with an appropriate molecular weight marker.

### Target labeling.

In order to end-label the cDNA fragments with biotin, we next added 3.12 μl of 1 mM N^6^-biotinylated ddATP (PerkinElmer, Boston, Massachusetts, United States) and 4.25 μl of TdT (15 U/μl) (Invitrogen) and incubated the reaction at 37 °C for 2 h [33,34].

### Microarray incubation.

The biotin-labeled fragments were used directly as targets for GeneChip Murine Genome U74A version 2 microarrays (Affymetrix, Santa Clara, California, United States) according to the Affymetrix standard protocol, but scaling down reactions to a final hybridization mixture volume of 250 μl. After hybridization with 200 μl of this solution (equivalent to 20 μg of cDNA), the arrays were incubated according to the Affymetrix protocol (antibody amplified) with phycoerythrin-conjugated streptavidin.

### Microarray analysis.

The raw intensity data for each probe were collected with Microarray Suite version 5.0 software, MAS5, from Affymetrix (http://www.affymetrix.com). Expression levels for each of the genes represented in the array was computed in the R statistical programming environment using the Bioconductor implementation of the RMA method (http://www.bioconductor.org). The primary data used in our work are compiled in Table S5. Analysis to compute linear model and ANOVA results was also performed in R using the limma package and using the mixed model methods in the limma package to account for technical replication. As well, the limma based empirical Bayes methods were used to enhance the single gene T-statistics. A gene was considered to be differentially expressed between groups if a Student's t-test statistic had an associated *p* < 0.05. In generating tables of differentially expressed genes, we used unadjusted *p*-values, but we provide both the unadjusted and the adjusted *p*-values (calculated with the Benjamini-Hochberg linear step up procedure) in Tables S1 and S3. The use of the t statistic is more adequate for our type of experiments than the application of an absolute threshold for fold change. On the one hand, genes that have small fold changes but consistent levels (i.e., low variance) within different groups of samples, will be tagged as differentially expressed. On the other hand, genes that display high variability, either reflecting true biological fluctuations or limitations of the amplification method, will not be considered to be different between groups because their variances will be too high. Consequently, several false discoveries of genetic expression differences between groups will be avoided.

### Q-PCR validation for population expression levels.

We designed primers for a total of 22 randomly selected genes: seven whose expression levels were significantly higher in T cells, eight in SP cells, and seven not statistically different (Table S2). We isolated total RNA from a minimum of 200,000 SP or CD8 cells, pooled from different sorting experiments, using the RNeasy kit (Ambion, Austin, Texas, United States). The RNA was digested with DNAse I (Invitrogen) and resuspended in RNase free water (Promega) at a final concentration corresponding to 20,000 cells per μl. Each 10 μl of RNA solution was incubated with 1 μl of 500 μg/ml oligo-dT_12–18_ (Invitrogen) and 1 μl of 10 mM dNTP (Invitrogen) at 65 °C for 5 min. We then added 4 μl of first strand buffer (Invitrogen), 2 μl of 1 M DTT (Invitrogen) and 1 μl of RNAse out (Invitrogen) and kept the mixture at 42 °C for 2 min. Finally, we performed a reverse transcription reaction by adding 1 μl of SuperScript (Invitrogen). No-RT controls were done in parallel for each initial RNA sample and used to assess contamination with undigested DNA. The cDNA obtained had a final concentration corresponding to 10,000 cells per μl.

Each Q-PCR reaction was performed by mixing 5 μl of 10× PCR buffer with SYBR Green (PerkinElmer), 6 μl of 25 mM MgCl_2_, 4 μl of 12.5 mM dNTP, 0.25 μl of AmpliTaq (5 U/μl) (PerkinElmer), 3 μl of 5 mM forward primer, 3 μl of 5 mM reverse primer, 0.25 μl of cDNA template (equivalent to approximately 2,500 cells), and 28.5 μl of RNAse free water (final reaction volume 50 μl).

The PCR program used was the following: 2-min warm-up at 50 °C; 10-min denaturation at 95 °C; 45 cycles of 1-min annealing and extension at 60 °C and 15-s denaturation at 95 °C; 20-sec annealing at 60 °C, and 20-min ramp up to 95 °C (for melting curve acquisition). The reactions were performed in an ABI 7900HT (Applied Biosystems, Foster City, California, United States).

No-template controls were always performed for each primer pair and these PCR reactions were consistently negative for the presence of amplicons. All reactions were run in duplicate and the mean threshold cycle (C_T_) was calculated for each pair of reactions performed for each of the two populations (C_T_^SP^ and C_T_^CD8^). These were normalized for beta-actin levels in each RNA sample (C'_T_^SP^ = C_T_^SP^ – A_T_^SP^ and C'_T_^CD8^ = C_T_^CD8^ – A_T_^CD8^, where A_T_ is threshold cycle for beta-actin in a particular sample). The log fold change for each gene is given by LFC_QPCR_ = C'_T_^SP^ – C'_T_^CD8^. Every selected gene was tested in two independent RNA samples obtained from each population. An average log fold change (Log QPCR) between the two populations was obtained for each of the 22 genes studied.

A parallel value was calculated from the RMA data obtained from ten-cell microarray experiments. The average expression levels for six SP samples (performed in duplicate) and three CD8 samples (idem) were calculated (E'^SP^ and E'^CD8^). Since RMA expression levels are in a logarithmic scale, the log fold change is given by LFC_RMA_ = E'^SP^ – E'^CD8^ (Log RMA). Corresponding log fold changes (Log QPCR and Log RMA) for each gene were plotted in the same graph. A linear regression model was fitted to the values obtained.

### Q-PCR validation for single-cell experiments.

We sorted single HSC into single wells of a 96-well plate containing 4 μl of the lysis buffer used in our GSC RT-PCR reactions. We included both negative and positive controls on each plate: wells containing only lysis buffer (no cell) were used as negative controls, and wells containing lysis buffer plus 25 stem cells were used as positive controls. A single gene was analyzed per 96-well plate to minimize cross-contamination. Each 96-well plate was heated at 65 °C for 1 min and 25 °C for 2 min. We performed reverse transcription reactions by adding 0.5 μl of Superscript II reverse transcriptase (Invitrogen) followed by incubation of the plate at 42 °C for 60 min.

Following reverse transcription, cells were assayed for gene expression using multiplexed Q-PCR, which simultaneously detected 18S rRNA and our gene-of-interest. Each reaction was performed by mixing 25 μl TaqMan universal PCR master mix (Applied Biosystems), 2.5 μl of 18S rRNA endogenous control (VIC/MGB), 2.5 μl of gene-of-interest TaqMan gene expression assay (FAM/MGB), and 16 μl of nuclease-free water. The TaqMan gene expression assays (Applied Biosystems) used included Mm00484032_g1 *(Ctla2a),* Mm00493153_m1 *(Lmo2),* Mm00493153_m1 *(Lyl1),* Mm00441665_m1 *(Tal1),* and Mm00445212_m1 *(c-Kit).* We utilized the following cycling parameters: stage 1, 50 °C for 2 min; stage 2, 95 °C for 10 min; and stage 3, 94 °C for 15 s and 60 °C for 1 min. Stage 3 was repeated for a total of 60 cycles. A single cell Q-PCR was considered successful when the C_T_ for 18S was within the range of 26–30; the average 18S signal for all tested single cells was 28.5, while the average 18S C_T_ for negative control wells was 34. A gene was considered to be expressed when it had a detectable signal within 60 cycles of amplification. None of the negative control wells gave rise to a positive signal for the genes studied.

### Variance component analysis.

We used maximum likelihood to estimate the technical and biological contribution to the variance of each gene with at least one P call in a single cell (6,675 genes) using all 17 data points from the single-cell and single-cell-equivalent data. We assumed a Gaussian model for the expression measures and considered the total variance for single cell experiments to be the sum of independent technical and biological components, while for the single cell equivalent data we assumed only a technical component. We further supposed that the magnitude of the technical variance was the same between the single cell and single cell equivalent experiments. We used numerical methods to maximize the log-likelihood function for each gene using the *nlm* procedure in R (http://www.r-project.org) to directly maximize the function.

### GO analysis.

The GO analysis strategy used has been previously described [16]. Briefly, to assess the significance of gene counts at each GO category for a particular gene list, these were compared to corresponding counts for the whole array. The probability of a count of k genes in a GO node at some node of the G hierarchy was modeled according to the hypergeometric probability law P(X=k) = B(C,k)·B(L-C,n-k)/B(L,n), where B(x,y) stands for the binomial coefficient for x choose y. C is the total number of genes in the array annotated to the GO node being considered, L is the number of genes in the array annotated to all nodes, and n is the number of genes in a gene list annotated to a GO term. The one-sided *p*-value for the node under consideration is obtained by summing the probabilities obtained from the formula for all X values from k to n. The GO signature for a particular gene list is the subset of all GO categories represented in that particular list which have an associated unadjusted *p*-value less than 0.05.

## Supporting Information

Figure S1 GSC RT-PCR Combined with Oligonucleotide Microarray Analysis In our experiments, one or a few cells were lysed in a first strand buffer and a short reverse transcription was performed (A), generating limited-size cDNAs that represent the 3′-most few-hundred nucleotides of every mRNA molecule in solution. These products were then polyadenylated (B) and amplified in a PCR reaction primed by an oligonucleotide containing a poly-T tract (C–F). After random digestion with DNase I into fragments averaging 50 bp, these targets were end-labeled with biotinylated ddATP (G) and incubated with Murine Genome U74A version 2 microarrays according to the standard protocol (Affymetrix). For details, see Protocol S1.
(93 KB PDF) Click here for additional data file.

Figure S2 The Transcriptional Representation Obtained by GSC RT-PCR and DNase I Fragmentation of cDNA is Comparable between Replicates Three representative samples obtained from LSP (LA), USP (UN), and CD8 cells (XB) are depicted. For each replicate pair, the expression levels for each gene are plotted against each other (upper row). Corresponding M-A plots are also shown (bottom row). The distribution around a line with slope equal to one demonstrates that the expression levels obtained are approximately the same. Each of the replicate pairs used in our experiments has a correlation value between 0.97 and 0.99.
(2.6 MB PDF) Click here for additional data file.

Figure S3 Genetic Representation of Single-Cell Amplifications The same list of genes used in Figure 4 was applied to generate the heat map. Expression levels are normalized to 1 (white). Red genes are over-expressed and blue genes under-expressed in that sample. Each individual SCE sample is represented instead of the average of their expression levels.
(97 KB PDF) Click here for additional data file.

Figure S4 Position Analysis of High and Low Biological Variability Genes in Single SP Cells We performed a position analysis to compare high biological variance and low biological variance results and identified 467 high variance probe sets with present calls in at least four single cells and more than 95% of total variance estimated to be biological and 361 probe sets with present calls in at least 12 samples and having less than 5% of total variance estimated to be biological. The median probe position for each probe set was normalized to the size of the gene, with 1 representing the 3′ end, and 0 the 5′ end (horizontal axis). Density is a measurement of the relative amount of probe sets for each median position (vertical axis). A Wilcoxon signed rank test shows no significant difference in the median relative probe position between the groups of probes sets.
(16 KB PDF) Click here for additional data file.

Figure S5 Intensity Analysis of High and Low Biological Variability Genes in Single SP Cells The same gene sets used in Figure S4 were used for the analysis. The relative amount of probe sets (density) is plotted against the maximum expression level for a particular gene in the set of single cells studied (as determined by the RMA algorithm). While genes with high biological variance tend to have slightly lower maxima, the distribution is similar between genes with high biological variance and with low biological variance, with both groups having a similar low intensity tail.
(15 KB PDF) Click here for additional data file.

Protocol S1 Detailed Biological Methods (64 KB DOC) Click here for additional data file.

Table S1 Differentially Expressed Genes between SP Cells and CD8 T Lymphocytes (608 KB XLS) Click here for additional data file.

Table S2 List of Random Genes Selected for Q-PCR Validation (20 KB XLS) Click here for additional data file.

Table S3 Differentially Expressed Genes between LSP Cells and USP Cells (113 KB XLS) Click here for additional data file.

Table S4 Variance Component Analysis for Genes with Four or More “Present” Calls in Single Cells (3.0 MB XLS) Click here for additional data file.

Table S5 RMA Expression Levels in Each of the Samples Amplified with GSC RT-PCR Followed by Oligonucleotide Microarray Analysis (9.2 MB XLS) Click here for additional data file.

Table S6 MAS Calls in Each of the Samples Amplified with GSC RT-PCR Followed by Oligonucleotide Microarray Analysis (7.9 MB XLS) Click here for additional data file.

Table S7 GO Classification Tables for High and Low Biological Variance Genes (2.7 MB XLS) Click here for additional data file.

Table S8 GO Signature Tables for High and Low Biological Variance Genes (197 KB XLS) Click here for additional data file.

### Accession Numbers

The Entrez Gene (http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene) accession numbers for the genes and gene products discussed in this paper are *Cd3g* (12502), *Cd3d* (12500), *Cd3e* (12501), *Cd3z* (12503), *Zap70* (22637), *Cd8a* (12525), *Cd8b1* (12526), *Tal1/Scl-1* (21349), *Ctla2b* (13025), *Abcb1b/Mdr1* (18669), *Abcg2* (26357), *Twsg1* (65960), *Zfx* (22764), *E2f1* (13555), *Ccna2* (12428), *Hba-a1* (15122), *Hbb* (15127), *Hbb-b2* (15130), *Cd14* (12475), *Ly6c* (17067), *Ly6a/Sca-1* (110454), *Lmo2* (16909), *Ctla2a* (116913), *Mpl/TPO-R* (17480), *Flt3/Flk-2* (14255), *Cxcr4* (12767), *Lyl1* (17095), *Apex1* (11792), *Ercc2* (13871), *Lig1* (16881), *Pttg1* (30939), *Runx2* (12393), and *Cbfb* (12400).

## Abbreviations

GO: gene ontology
GSC RT-PCR: global single-cell RT-PCR
HBV: high biological variance
HSC: hematopoietic stem cell
LBV: low biological variance
LSP: lower SP
Q-PCR: quantitative PCR
RMA: robust microchip analysis
SCE: single-cell-equivalents
SP: side population
USP: upper SP

# Supplementary material for: Evidence for Diversity in Transcriptional Profiles of Single Hematopoietic Stem Cells
**Source:** PLoS Genet. 2006 Sep 29;2(9):e159. doi: 10.1371/journal.pgen.0020159
**Supplement:** Protocol S1 — (64 KB DOC)

## Detailed Biological Methods

### Animals

C57Bl/6 CD45.1 mice were used at 7-9 weeks of age. Mice were bred and maintained on acidified water in the animal care facility at Baylor College of Medicine.

### Cell sorting

For single or 10-cell experiments, whole bone marrow (WBM) was collected from the femora and tibiae of one mouse as previously described. For RNA isolation to use in quantitative real-time PCR (Q-PCR), WBM was obtained from 5 mice and enriched for Sca-1 positive or CD3-positive cells using magnetic beads (autoMACS; Miltenyi Biotec, Sunnyvale, CA, USA) conjugated with anti-biotin antibodies after incubation of the cells with biotinylated antibodies against the former molecules. The SP samples were initially incubated with Hoechst 33342 (Sigma, St. Louis, MO, USA) as previously described and stained with PE-conjugated anti-Sca-1 antibody (or PE-conjugated streptavidin) and FITC-conjugated anti-Gr-1 (Ly6G)/Ly6C antibody and sorted for cells positive for Sca-1 and negative for Gr-1/Ly6C in the SP region. The lower SP (LSP) was defined as the lower third of the SP region and the upper SP (USP) as the upper third of the SP region. The SP region was defined conservatively and did not include the upper shoulder of the tail. There was no overlap between USP and LSP. The CD8+ T cell samples were stained with FITC-conjugated anti-CD3 antibody (or FITC-conjugated streptavidin) and PE-conjugated anti-CD8 antibody and sorted for double positives (all antibodies from BD Pharmingen, San Diego, CA, USA).

### Global Single or minimal number Cell RT-PCR (GSC RT-PCR)

We sorted single or 10 cells using a MoFlo (Cytomation, Fort Collins, CO, USA) into individual wells of a 96-well PCR plate containing 4 µL of lysis buffer. For 100 µL of lysis buffer, we combined 76 µL of RNase free water, 20 µL of first strand buffer (20 mM Tris-HCl pH 7.5, 100 mM NaCl, 0.1 mM EDTA, 1 mM DTT, 0.01% v/v NP-40 and 50% v/v glycerol), 1 µL of Prime RNase inhibitor™ (Brinkmann, Westbury, NY, USA), 1 µL RNase Guard™ (Promega, Madison, WI, USA), 0.5 µL of NP-40 and 2 µL of a fresh 1/24 dilution of stock primer mix. The stock primer mix was prepared adding 1 µL of 100 mM dATP, 1 µL of 100 mM dCTP, 1 µL of 100 mM dGTP, 1 µL of 100 mM dTTP and 2 µL of 500 µg/mL oligo-dT12-18 (Invitrogen, Carlsbad, CA, USA) to 2 µL of RNase free water (Promega).

Following sorting, cells were incubated one minute at 65°C (to lyse the cytoplasmatic membrane – the nuclear envelope remains intact – and denature the mRNA), 2 minutes at 25°C (to allow the oligo-dT to anneal to the poly-A tails of the mRNA) and chilled on ice. Next, we added 0.5 µL of a 1:1 mix of M-MLV (200 U/µL) and AMV (2.5 U/µL) reverse transcriptases and we incubated the plate at 37°C for 15 minutes and 65°C for 10 minutes (to inactivate the enzymes).

After the RT, we added 4.5 µL of tailing buffer and 0.4 µL (25 U/µL) of terminal deoxynucleotidyl transferase (TdT) (Roche, Nutley, NJ) and let this polyadenylation reaction run for 15 min at 37°C, followed by an inactivation step of 10 min at 65°C. The tailing buffer was made by mixing 400 µL of 5 TdT buffer (500 mM potassium cacodylate pH 7.2, 10 mM CoCl2 and 1 mM DTT) (Invitrogen) with 15 µL 100 mM dATP and 585 µL RNase free water.

Next, we added 90 µL of PCR mix to the resulting products and performed the following PCR program: 25 cycles of 2 min denaturation at 94°C, 2 min annealing at 42°C and 6 min (extending 10 sec each cycle) extension at 72°C. This was followed by, after adding extra 1 µL (5 U/µL) AmpliTaq (Roche), the same PCR program but without prolonging the extension time each cycle. For each PCR reaction, we mixed 53.5 µL water, 10 µL 10× PCR buffer II (100 mM Tris-HCl pH 8.3 and 500 mM KCl), 10 µL 25 mM MgCl2, 9 µL 200 µM AL-1 primer, 4 µL 100 mM dNTP, 1 µL 5% v/v Triton X‑100, 0.5 µL 20 mg/mL bovine serum albumin and 2 µL AmpliTaq (5 U/µL). After the PCR, we ran 5 µL of each amplified product in a 1.5% agarose gel. If the amplification is successful, you should see a smear extending from around 300 bp to 1200 bp (around 1 μg of DNA). However, frequently you can also see a smear in your negative (no cell) controls. This has been described previously (1) and is thought to result from bacterial contaminants present in the solutions. In order to identify successfully amplified cells, we prepared a Southern blot and probed it for a housekeeping gene (GAPDH). See Supplementary Protocol 1 for a comment on the GSC RT-PCR method.

The Global Single Cell Reverse Transcription-Polymerase Chain Reaction (GSC RT-PCR), originally described by N. Iscove and collaborators *(1,* 2), is a method that amplifies the messenger RNA contained in one cell. It consists of a limited RT reaction performed immediately after a cell is lysed, followed by a polyadenylation step, and PCR amplification of the cDNA obtained in the previous reactions. The cDNA molecules generated (poly-A cDNA) possess a 5’ oligo-dT tract and a 3’ oligo-dA tail, flanking 300 to 1500 bp of the 3’ end of the genes amplified. The combination of two different reverse transcriptases minimizes any sequence bias that each enzyme may possess individually and the 15 minute limit imposed on the RT reaction limits the average sizes of the reverse transcripts to less than approximately 1500 bp. The buffer used for tailing the reverse transcripts contains 100-fold more dATP than the initial solution, which ensures that the deoxynucleotide incorporated at the 3’ end of the reverse transcripts is almost exclusively dATP. The fact that the original reverse transcripts are limited in size minimizes amplification bias due to differences in size: smaller molecules are more likely to be amplified successfully than larger molecules during each round of PCR. The drawback is that only the most 3’ sequences from each gene become amplified, i.e., the poly-A cDNA pool is 3’ biased. However, since most gene libraries (including ESTs) are themselves 3’ biased, this should not interfere with our ability to detect the presence of a specific gene. There is inevitably some degree of variation introduced by our experimental procedures, but this issue has been addressed by the authors of the method who have found that the total variation induced by the method was in the range of 5 fold (3).

As previously described (1), we have found that both the concentration of magnesium and primer are critical for the success of the amplification. Minor deviations from the ones described decrease the reaction yield to the point of no detectable amplification. The AL-1 primer (ATT GGA TCC AGG CCG CTC TGG ACA AAA TAT GAA TTC T24) has been described previously and contains a EcoRI restriction site flanked by non-specific sequences, followed by an oligo-dT sequence that primes the poly-A tracts in the cDNAs. We have tried other primers that also work and may be useful to introduce T7 promotor sequences or other restriction sites. Each primer has its own optimal concentration.

### Target fragmentation

The remaining poly-A cDNA was purified in a PCR cleanup column (Qiagen, Valencia, CA, USA) and eluted in 50 µL 10 mM Tris-HCl pH 8.5. We then used a Speed Vac machine (Jouan, Winchester, VA, USA) or Microcon-30 filter devices (Millipore, Billerica, MA, USA) to concentrate 25 µg of poly-A cDNA to 67.5 µL and added 14.2 µL of buffer mix. Buffer mix was prepared by combining 10.5 µL One‑Phor‑All™ (Amersham, Piscataway, NJ, USA) buffer (100 mM Tris-acetate pH 7.5, 100 mM magnesium acetate and 500 mM potassium acetate) to 6.6 µL 25 mM CoCl2. We next added 0.5 U of DNase I (1 U/µL) (Invitrogen) and 9.5 µL of its respective 1 buffer (20 mM Tris‑HCl pH 8.4, 2 mM MgCl2, 50 mM KCl) and incubated the reaction for 3 min at 37°C, followed immediately by placement in a boiling water bath for 15 min*(4,* 5). Adequate fragmentation of the cDNA should generate segments averaging 50 bp. The optimal concentration of DNase I and digestion time have been titrated for our reaction, by running a digested sample aliquot on a denaturing 10% PAGE together with an appropriate molecular weight marker.

Because the material generated in this process is dsDNA and not biotinylated aRNA, we had to adapt the conventional Affymetrix protocol by end-labeling the cDNA with biotinylated ddATP *(4,* 5), after determining the optimal conditions for its random digestion with DNase I into fragments averaging 50 bp. The optimal concentration of DNase I and digestion time have been titrated for our reaction, by running a digested sample aliquot on a denaturing 10% PAGE together with an appropriate molecular weight marker. The targets thus produced were then incubated with Murine Genome U74A version 2 microarrays according to the standard protocol (Affymetrix). Since the probes present on these arrays correspond mostly to the 3’ ends of the genes represented, the fact that these targets are 3’ biased should not affect the results significantly, provided that an appropriate method of analysis is chosen.

### Target labeling

In order to end-label the cDNA fragments with biotin, we next added 3.12 µL of 1 mM N6‑biotinylated ddATP (PerkinElmer, Boston, MA, USA) and 4.25 µL of TdT (15 U/µL) (Invitrogen) and incubated the reaction at 37°C for 2 hours*(4,* 5).

### Microarray incubation

The biotin-labeled fragments were used directly as targets for GeneChip™ Murine Genome U74A version 2 microarrays (Affymetrix, Santa Clara, CA, USA) according to the Affymetrix standard protocol, but scaling down reactions to a final hybridization mixture volume of 250 µL. After hybridization with 200 µL of this solution (equivalent to 20 µg of cDNA), the arrays were incubated according to the Affymetrix protocol (antibody amplified) with phycoerythrin-conjugated streptavidin.

### Microarray analysis

The raw intensity data for each probe was collected with Microarray Suite version 5.0 software, MAS5, from Affymetrix (http://www.affymetrix.com). Expression levels for each of the genes represented in the array was computed by the Bioconductor implementation of the RMA (Robust Multichip Analysis) method (http://www.bioconductor.org). The primary data used in our work is compiled in Supplementary Table S5. Groups of samples were compared using BRB-ArrayTools package (http://linus.nci.nih.gov/BRB-ArrayTools.html) for Excel software (Microsoft, Redmond, WA, USA). A gene was considered to be differentially expressed between groups if a Student’s t-test statistic had an associated probability (P) less than 0.05. The use of the t statistic is more adequate for our type of experiments than the application of an absolute threshold for fold change. On the one hand, genes that have small fold changes but consistent levels (i.e., low variance) within different groups of samples, will be tagged as differentially expressed. On the other hand, genes that display high variability, either reflecting true biological fluctuations or limitations of the amplification method, will not be considered to be different between groups because their variances will be too high. Consequently, several false discoveries of genetic differences between groups will be avoided.

### Quantitative real time PCR (Q-PCR) validation for population expression levels

We designed primers for a total of 22 randomly selected genes: 7 whose expression levels were significantly higher in T cells, 8 in SP cells; and 7 not statistically different (Supplementary Table S2). We isolated total RNA from a minimum of 200,000 SP or CD8 cells, pooled from different sorting experiments, using the RNeasy kit (Ambion, Austin, TX, USA). The RNA was digested with DNAse I (Invitrogen) and resuspended in RNase free water (Promega) at a final concentration corresponding to 20,000 cells per microliter. Each 10 µL of RNA solution was incubated with 1 µL of 500 µg/mL oligo-dT12-18 (Invitrogen) and 1 µL of 10 mM dNTP (Invitrogen) at 65°C for 5 min. We then added 4 µL of first strand buffer (Invitrogen), 2 µL of 1 M DTT (Invitrogen) and 1 µL of RNAse out (Invitrogen) and kept the mixture at 42°C for 2 min. Finally, we performed a reverse transcription reaction by adding 1 µL of SuperScript (Invitrogen). No RT controls were done in parallel for each initial RNA sample and used to assess contamination with undigested DNA. The cDNA obtained had a final concentration corresponding to 10,000 cells per microliter.

Each Q-PCR reaction was performed by mixing 5 µL of 10 PCR buffer with SYBR Green (PerkinElmer), 6 µL of 25 mM MgCl2, 4 µL of 12.5 mM dNTP, 0.25 µL AmpliTaq (5 U/µL) (PerkinElmer), 3 µL of 100 mM forward primer, 3 µL of 100 mM reverse primer, 0.25 µL of cDNA template (equivalent to approximately 2500 cells) and 28.5 µL of RNAse free water (final reaction volume 50 µL).

The PCR program used was the following: 2 min warm-up at 50°C; 10 min denaturation at 95°C; 45 cycles of 1 min annealing and extension at 60°C and 15 sec denaturation at 95°C; 20 sec annealing at 60°C and 20 min ramp up to 95°C (for melting curve acquisition). The reactions were performed in an ABI 7900HT (Applied Biosystems, Foster City, CA).

No-template controls were always performed for each primer pair and these PCR reactions were consistently negative for the presence of amplicons. All reactions were run in duplicate and the mean threshold cycle (CT) was calculated for each pair of reactions performed for each of the two populations (CTSP and CTCD8). These were normalized for beta-actin levels in each RNA sample (C'TSP = CTSP – ATSP and C'TCD8 = CTCD8 – ATCD8, where AT is threshold cycle for beta-actin in a particular sample). The log fold change for each gene is given by LFCQPCR = C'TSP – C'TCD8. Every selected gene was tested in two independent RNA samples obtained from each population. An average log fold change (Log QPCR) between the two populations was obtained for each of the 22 genes studied.

A parallel value was calculated from the RMA data obtained from 10-cell microarray experiments. The average expression levels for 6 SP samples (performed in duplicate) and 3 CD8 samples (idem) were calculated (E'SP and E'CD8). Since RMA expression levels are in a logarithmic scale, the log fold change is given by LFCRMA = E'SP – E'CD8 (Log RMA). Corresponding log fold changes (Log QPCR and Log RMA) for each gene were plotted in the same graph. A linear regression model was fitted to the values obtained.

### Q-PCR validation for single cell experiments

We sorted single HSC into single wells of a 96-well plate containing 4 l of the lysis buffer used in our GSC RT-PCR reactions. We included both negative and positive controls on each plate: wells containing only lysis buffer (no cell) were used as negative controls, and wells containing lysis buffer plus 25 stem cells were used as positive controls. A single gene was analyzed per 96-well plate to minimize cross-contamination. Each 96-well plate was heated at 65C for 1 min and 25C for 2min. We performed reverse transcription reactions by adding 0.5l of Superscript II reverse transcriptase (Invitrogen) followed by incubation of the plate at 42C for 60 min.

Following reverse transcription, cells were assayed for gene expression using multiplexed Q-PCR, which simultaneously detected 18S rRNA and our gene-of-interest. Each reaction was performed by mixing 25l TaqMan® universal PCR master mix (Applied Biosystems), 2.5l 18S rRNA endogenous control (VIC/MGB), 2.5l gene-of-interest TaqMan® gene expression assay (FAM/MGB), and 16l nuclease-free water. The TaqMan® gene expression assays (Applied Biosystems) used included Mm00484032_g1 (Ctla2a), Mm00493153_m1 (Lmo2), Mm00493153_m1 (Lyl1), Mm00441665_m1 (Tal1) and Mm00445212_m1 (c-Kit). We utilized the following cycling parameters: stage 1, 50°C for 2 min; stage 2, 95°C for 10 min; and stage 3, 94°C for 15 sec and 60°C for 1 min. Stage 3 was repeated for a total of 60 cycles. A single cell Q-PCR was considered successful when the CT for 18S was within the range of 26 to 30; the average 18S signal for all tested single cells was 28.5, while the average 18S CT for negative control wells was 34. A gene was considered to be expressed when it had a detectable signal within 60 cycles of amplification.

### References

1. G. Brady, N. N. Iscove, *Methods Enzymol* **225**, 611-23 (1993).

2. G. Brady, M. Barbara, N. Iscove, *Methods in Molecular and Cellular Biology* **2**, 17-25 (1990).

3. L. H. Brail *et al.*, *Mutat Res* **406**, 45-54. (1999).

4. R. J. Cho *et al.*, *Mol Cell* **2**, 65-73. (1998).

5. R. J. Cho *et al.*, *Proc Natl Acad Sci U S A* **95**, 3752-7. (1998).

How the deposited data were processed for this re-analysis (not part of the article)

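Transcript levels were measured on Affymetrix MG-U74Av2 arrays in 2 experiments on mouse marrow cells. The ten-cell experiment has 3 LSP, 3 USP and 3 CD8 samples, each a pool of 4 amplifications of 10 cells, with 2 arrays per sample. The single-cell experiment has 12 single SP cells and 5 single-cell-equivalents (SCE) drawn from 1 lysate of 40 SP cells, with 1 array each. The authors deposited 1 table of signal intensities for the 35 arrays, on a linear scale. The paper describes RMA levels on the log2 scale, and the deposited intensities are not these: each array is scaled to a mean near 250 after trimming 2% at each end, 9 ten-cell SP arrays hold 24.5% to 32.1% negative values and the other 26 arrays hold positive values alone. All CD8 arrays are of the second kind, so in SP against CD8 the kind of values goes partly with the population, while single cells and SCE are of 1 kind.

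Of 12488 probe sets, 66 controls were left out, and each of the other 12422 was given the gene that the annotation of the array assigns to it, for 10833 probe sets a single gene. Probe sets assigned to several genes or to none are not named by a gene. The plan made before the data were examined assumed log2 RMA levels, so these choices were made after seeing the values: ten-cell log2 levels under 7 were set to 7, single-cell and SCE intensities were logged with no floor, and detection was set at a log2 level of 9 in place of 6. Log2 levels of 8 and 10 served as the lower and higher detection levels. The floor and the detection level were both taken after 10 levels, from log2 5 to 10, were compared with the calls of 1996 probe sets that the part of Table S6 at hand gives. The match of calls in single cells ran from 47.2% to 95.8%, highest at 9; in SCE it was 94.9% at 9 and highest, 95.5%, at 8.5; on ten-cell arrays it was highest at 7, with 94.7% on arrays with negative values and 95.1% on the others. These matches are therefore not an independent test of the levels.

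Duplicate arrays were averaged, and the 6823 probe sets above the floor on at least 1 ten-cell array were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per population, for SP (the mean of LSP and USP) against CD8 and LSP against USP. The labels number the 2 arrays of each sample but give no day or mouse, so samples were not treated as paired, and a fit with the array number as a block was run as an alternative. Gene lists were fixed before the data were examined and tested with limma's camera, with the preset correlation and with an estimated one; a list's calls were also adjusted over the list alone. Clustering used Euclidean distance and complete linkage. All p-values over many probe sets were adjusted by the Benjamini-Hochberg method.

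For each probe set, the variance between single cells was modelled as a technical part, shared with the SCE, plus a biological part, by maximum likelihood with 1 mean for both groups, and the biological proportion is the biological part divided by the sum. This estimator was chosen before the deposited data were examined, after 3 estimators were compared with the paper's Table S4 on the part of Table S5 at hand, so a share near the paper's is not independent of that choice; the 2 others, with separate means and by moments, were kept as alternatives. The planned detection level of 6 had likewise been set after 6 levels were compared with the P calls. The share of probe sets with a proportion of at least 0.5 was taken over probe sets detected in at least 1 single cell. Where no SCE was detected, the proportion rests on SCE values under the detection level and is uncertain. HBV probe sets have a proportion above 0.95 and detection in at least 4 of 12 cells, and LBV probe sets a proportion under 0.05 and detection in all 12. An exact, 1-sided permutation test over all splits of the 17 arrays compared the spread around the group medians. Medians of the gene lists were compared with random lists of probe sets with like mean levels. These steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots were drawn with matplotlib 3.10.9. Each step was tested on simulated data with known differences. Of its calls, limma made 4 false ones among 111 in SP against CD8, 4 among 108 in LSP against USP and 4 among 65 in single cells against SCE. The variance test made 6 false calls among 4015 simulated probe sets with a true proportion of 0. It called 0.0%, 2.0%, 10.0% and 26.0% of 50 each with a true proportion of 0.5, 0.8, 0.95 and 0.99. False calls were therefore a larger part of its calls than of those of limma. A true proportion of 0 gave an estimate of at least 0.5 in 27.3% of simulated probe sets.

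Coq9, Ptpn21, Cdk2ap2, Jtb and Cggbp1 were chosen after their values were seen. The other genes named in the text come from a rule fixed before the data were examined. The rule took genes the paper names in its Results, tables and Figures 3 and 4, whose values in the paper's tables had been seen. It also took the 10 probe sets per direction with the largest difference among those past the threshold whose groups do not overlap. The 10 with the largest biological SD past the variance test, and examples from the gene lists, were added by the same rule. Where fewer than 10 passed, the 10 largest with an unadjusted p under 0.05 were taken. Alternatives covered the model of the duplicates, the array number as a block, the filter, the scaling, the floor, the detection level, the estimator of the variance components and the leaving out of each sample, cell or SCE; those on the floor, on the kinds of deposited values, on the planned level of 6, on filters over all arrays of single cells and SCE, and on the scaling of the gene lists were added after seeing the data. Tables S1, S4, S5 and S6 were at hand only in part and were used only for the checks that say so. The Q-PCR values and the Gene Ontology tables were not analysed here, and some genes that the paper names are not reported here. The number of arrays limits the precision, and no measurement was repeated on the same single cell.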

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

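In this part, the other splits for SP against CD8 and LSP against USP, the positive-only SP arrays set aside from the calls, the place of LSP sample M, the same 17 members without cell K, the splits for the 2 adjusted mean differences, the filter on a mean level, the limit to probe sets above the floor in LSP sample B and the check of the globins were chosen only after the results were seen. The other tests were written down before their results were seen. Of 79 groups of samples checked for a value far from the rest, 4 held one, and chance alone gives about 1 in 20 groups. The duplicate arrays of LSP sample B correlated with an r of 0.953, while the other ten-cell samples lay between 0.983 and 0.994. Ube2e1, a ubiquitin-conjugating enzyme, had a level of 7.84 in SCE B, far under the other SCE at 9.92 to 10.55. Ninj1 had a level of 12.71 in SCE E, above the other SCE at 12.07 to 12.19. Foxa3, a forkhead transcription factor, had a level of 8.31 in USP sample Z, under the other SP samples at 9.97 to 10.52. In CD8 cells, whose globins the paper does not discuss, Hba-a1 had a level of 10.88 in sample B and 7.00 in samples C and D.

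Globin transcripts were high in samples sorted to hold no red cells: Hba-a1 lay between 10.74 and 11.27 in the USP samples, between 7.00 and 8.75 in the LSP samples (the probe set listed as Hbb, between 9.03 and 10.29 there and 10.91 and 11.28 in USP), at 10.88 in CD8 sample B and between 11.46 and 13.38 in all 5 SCE, but was detected in only 3 of 12 single cells (C, G and J, at 10.39, 10.07 and 10.05). A candidate explanation is red cells or their precursors, or RNA set free from them, in the sorted samples, although the sorts took CD3 and CD8 positive cells, or Sca-1 positive and Gr-1 negative cells. In 4 ten-cell samples Hba-a1 was detected, at a log2 level of at least 9. Of these, 1 held Alas2, the heme synthesis enzyme of erythroid cells, above the floor, at 8.32 in CD8 sample B. Besides Hba-a1 and Hbb-b2, 17 erythroid genes were listed before the data were examined, Alas2 among them. At the level of 9, 0 or 1 of them was detected in each ten-cell sample. Between the floor and that level, some lay in samples with and without Hba-a1 detected. Urod was at 8.31 in CD8 sample B, and Car2 at 8.11 in USP sample Z and 8.45 in LSP sample A. Alas2 was at 8.08 in SCE C and 7.20 in SCE D, both under the detection level. In the other SCE and in all 12 single cells Alas2 did not rise above 7.00, the floor applied to all arrays for this check. Because globins are the most abundant erythroid transcripts, a small share of erythroid cells might leave Alas2 and the other genes under the floor. The explanations can therefore not be told apart. Globin expression by USP cells themselves, which the paper proposes, stays open and was not tested for CD8 sample B or the SCE.

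Some cell cycle genes parted the SP samples in a way that crosses LSP and USP: Mki67, a marker of proliferation, had levels of 11.53, 11.48 and 11.49 in LSP sample A and USP samples N and O, and of 7.00, 7.77 and 7.00 in LSP samples B and M and USP sample Z, and Mcm5 and Lig1 went the same way, while Mcm7, Ccna2 and Cdc6 did not, and the list was not tested on this split. Of the 10 splits of the 6 SP samples into 3 and 3, 6 gave at least the 7 probe sets of LSP against USP, the highest other giving 26; with so few splits the share is never under 0.05. The 2 kinds of deposited values were tested on the 26 probe sets through LSP sample B, which has 1 array of each kind: its arrays differed towards the side of samples B, M and Z by a median share of 0.037 of the difference over all 26 and of 0.188 over the 18 above the floor in that sample, and because this rests on 1 sample the explanation stays open; LSP sample M, whose arrays both hold negative values like those of samples A, N and O, lay nearer to B and Z at 14 of the 34 probe sets called between A, N, O and B, Z without it (41.2%), which decides nothing. In single cells the median biological proportion of cell cycle genes, which did not pass the test against random lists, was 0.792, and without cell K, in which 12 of 44 were detected against 1 to 8 in other cells, it was also 0.792, where 13 members were detected against 17, and 0.715 over those 17 members, which argues against cell K as its only source; without each cell in turn the median was 0.730 to 0.826. A share of cycling cells that differs between pools and between cells is a biological explanation that stays open, as it was not tested.

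The share of probe sets with a biological proportion of at least 0.5 was 41.6%. Of 100 splits of the 17 arrays into 12 and 5, 1 gave as large a share, the real one. The others had a median of 34.8% and a highest of 41.1%. Chance is unlikely by this test, but with 100 splits and a highest so near 41.6% it is not excluded. With the number of detected probe sets per array regressed out the share was 44.2% and the highest of the random splits so treated 42.0%, which argues against that number as the whole cause of the share; the variance test then called 0 probe sets in place of 23 and LBV held 48 in place of 99, so that number stays open as a part. The filter on detection in single cells alone stays open as a part of it, since among probe sets detected in at least 1 of the 17 arrays the share was 37.7% and the highest of the random splits with that filter was also 37.7%; as the whole cause it is argued against by a filter on a mean level of 8 over the 17 arrays, with a share of 47.7% and of 42.8% in the highest other split. Differences between the cells themselves stay among the open explanations.

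For SP against CD8, 1 of the 84 splits of the 9 samples gave as many calls as the real one, which gave 394 in a model of 2 groups against 30 for the highest other, so chance can be excluded. The 2 kinds of deposited values as the cause of these calls were tested by making calls without the positive-only SP arrays: at the 465 probe sets then called, those arrays, of LSP sample B and USP sample Z, showed a median share of 1 of the difference from CD8, with quartiles of 0.602 and 1.078 (0.871 at calls higher in SP, with quartiles of 0.372 and 1.14, and 1 at those higher in CD8), which argues against the kinds of values as the whole cause and leaves a part open. The arrays of LSP sample B differed by a median share of 0.027 of the difference over the 261 calls above the floor there, but 1 sample excludes nothing. For the variance test, 1 of 100 splits gave as many probe sets as the real 23, the highest other giving 19. For HBV probe sets 1 of 100 gave as many as 122, the highest other giving 92. Chance is therefore unlikely for both, within the 100 splits drawn. For LBV probe sets chance cannot be excluded: 59 of 100 splits gave at least the 99 found, and the highest other gave 165. Nor can it for the mean differences between single cells and SCE, where 19 of 100 splits gave at least 724 probe sets and the highest other gave 1243, or for the 2 of them with an adjusted p under 0.05, where 5 of 100 splits gave as many and the highest other gave 3.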

How the results depend on the processing

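The alternatives on the floor, on the kinds of deposited values, on the planned level of log2 6, on filters over the 17 arrays or on a mean level of 8, and on the scaling of the gene lists were chosen after seeing the data; the others were set before. No tested difference that the text names reversed; of the 398 calls of SP against CD8, 99.7% kept their direction with the kind of summary as a covariate. The larger side of the 724 mean differences changed: 445 higher in single cells and 279 in SCE became 328 and 386 with arrays centred on their median, 83 and 119 among detected probe sets and 69 and 207 with a floor of log2 7. The cause of a moved value was not tested unless fewer samples, splits or probe sets account for it. Of 60 named genes in SP against CD8, 1240 values over the settings kept their side of the threshold. The others were 38 in 8 genes that became stronger and 39 in 9 genes weaker. Of 48 in LSP against USP the counts were 1041, 45 in 17 genes and 15 in 2 genes. These 48 do not hold every gene called there. All calls of LSP against USP were lost with the t-test of the methods and with the 2 populations alone. Every gene list past the test kept its direction with arrays centred on their own median and with quantile normalization, which moved the median SP-CD8 difference by -0.086 and -0.023, but in LSP against USP the megakaryocyte and myeloid lists did not pass with quantile normalization (adjusted p = 0.0751 and 0.0771). With an estimated correlation in SP against CD8, the stem cell transcription factor, T-cell identity, interferon, megakaryocyte and proteasome lists did not pass after the filter on low levels (adjusted p = 0.0714, 0.0597, 0.0753, 0.0753 and 0.0714), nor did the interferon and proteasome lists with arrays centred (0.0867 and 0.155) or the megakaryocyte list with quantile normalization (0.156), where the cell cycle list passed (0.0351). Levels near background limit the ten-cell tests, since 5599 probe sets never left the floor, and a group at the floor shows no spread.

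SP against CD8 gave 193 probe sets higher in SP and 205 higher in CD8. Unadjusted, these were 623 and 636, and without 1 replicate 95 to 239 and 155 to 204; those higher in CD8 were 377 with duplicateCorrelation and 386 with the kind of summary as a covariate. LSP against USP gave 2 higher in LSP and 5 higher in USP. They were 14 and 17 with duplicateCorrelation, 11 and 16 with the kind of summary as a covariate, 0 and 0 with the t-test of the methods, with the 2 populations alone or with the arrays with negative values alone, 0 and 1 with the filter, 1 and 3 with arrays centred on their median or a floor of log2 5, 217 and 192 unadjusted, and 0 to 21 and 0 to 18 without 1 replicate. Those higher in LSP were 1 with a floor of log2 6 and 8 without the positive-only array of LSP sample B, and those higher in USP 3 on the second arrays. Of 3 lists past the test in LSP against USP, 0 passed with an estimated correlation and 1 with the filter. The median r of duplicates, 0.988, was 0.965 after filtering.

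With the array number, 1 or 2, as a replicate block, 362 probe sets were higher in CD8, and 11 and 16 in LSP and USP. The numbers do not pair arrays across samples: over the 36 pairs of the 9 samples, the correlation of the differences between array 1 and array 2 had a median of -0.008 (-0.183 to 0.251), so the unpaired values stand in the text.

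The median SDs, 1.343 in single cells and 1.203 in SCE, were 2.075 and 1.522 among detected probe sets, 0.347 and 0.12 with a floor of log2 7 and 0.959 and 0.784 with a floor of log2 5; that of single cells was 1.283 with arrays centred on their median, and that of SCE 1.141 with quantile normalization and 1.136 to 1.176 without 1 replicate. The SD was larger in single cells at 60.5%, against 68.7% of detected probe sets, 63.7% with quantile normalization and 66.0% with a floor of log2 5. The normalized SDs, 0.257 and 0.24, were 0.29 in single cells among detected probe sets, 0.25 and 0.232 with arrays centred, 0.223 in SCE with quantile normalization, 0.074 and 0.055 with a floor of log2 7, 0.171 and 0.14 with a floor of log2 5, and from 0.227 in SCE without 1 replicate. Beside ten-cell samples, the SDs of 0.453 in single cells, 0.057 in LSP and 0.257 in SCE were 1.324, 0.682 and 0.908 among detected probe sets, and 1.014, 0.379 and 0.703 at p under 0.005; single cells and LSP had 1.400 and 0.480 at probe sets detected in all 5 SCE, and 1.410 and 0.677 at those above the floor in all LSP samples.

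The share of 41.6% was 46.2% with separate means, 38.8% with a lower detection level, 33.1% with no filter, 45.6% with quantile normalization, 44.2% with detected probe sets regressed out, 33.8% at log2 6, 37.7% over the 17 arrays, 47.7% at a mean level of 8, 49.2% with a floor of log2 7, and 41.0% to 45.9% without 1 replicate. HBV probe sets, 122, were 384 with no filter, 22 by P calls over the part at hand, 284 at log2 6 and 116 to 211 without 1 replicate. LBV probe sets, 99, were 54 with separate means, 65 by moments, 5223 with no filter, 28 by P calls over the part at hand, 48 with detected probe sets regressed out and 458 at log2 6. The variance test called 23, against 3 by a likelihood ratio test, 0 with no filter or regressed, 110 with a floor of log2 7 and 0 to 50 without 1 replicate, where fewer splits raise the smallest p. The difference in highest level, -0.529, was -0.368 with separate means (p = 0.219).

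Single cells lay on the SP side at 49.1% and 78.4% of probe sets higher in SP and in CD8, against 34.7% and 84.7% with arrays centred and 45.1% and 76.0% at the 800 smallest p; SCE at 55.3% and 76.2%, against 41.1% and 81.6%, and 49.3% and 72.6%. On the LSP side they lay at 28.5% and 76.8%, against 16.7% and 73.3% at an adjusted p under 0.05 and 20.8% and 82.8% centred; SCE at 33.2% and 74.8%, against 10% and 60%, and 26.8% and 79.2%. The 724 mean differences were 2 adjusted, 202 among detected probe sets, 276 with a floor of log2 7 and 623 to 830 without 1 replicate.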

Differences from the paper's values

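No test reported in this part was chosen after seeing the data, except where a sentence says so. The paper's values were made from RMA levels, and those here from the deposited intensities, so counts at the same threshold rest on different levels. At an unadjusted p under 0.05 the paper's counts are 1315 higher in SP and 1319 higher in CD8, against 623 and 636 here, and 1082 between LSP and USP, against 409 here. None of the 18 alternatives set before the data were examined comes within 1.5 times of any of these 3 counts; a floor of log2 5, chosen after seeing the values, gave 1097 higher in CD8, which is within 1.5 times, and left out 0 of the 15 CD8 genes of Table 1. At a p under 0.005 in SP against CD8 the paper's count is 800, against 481 here; with duplicateCorrelation it was 665 and with the array number as a block 652, which are within 1.5 times, and the 16 other alternatives are not. Of those chosen after seeing the values, a floor of log2 6 gave 565, a floor of log2 5 gave 697 and the kind of summary as a covariate a count between them, all within 1.5 times, and each left out 1 of the 26 genes of Table 1 with a p under 0.005 in the paper. The paper's lowest correlation of duplicate arrays is 0.97, against 0.953 here and 0.892 among filtered probe sets, while the highest, 0.99 in the paper and 0.994 here, does not differ.

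The paper's mean normalized SD is 0.133 in single cells and 0.106 in SCE, against 0.257 and 0.24 here. None of the 20 alternatives set before the data were examined comes within 1.5 times of either. Of the floors added after seeing the data, log2 7 gave 0.074 and 0.055. A floor of log2 5 gave 0.171 and 0.14, which are both within 1.5 times. The medians of the SD in Fig. 2B are about 0.28 in single cells and about 0.19 in SCE, read by eye, against 1.343 and 1.203 here. No alternative set before the data were examined is within 1.5 times. The added floor of log2 7 gave 0.347 in single cells, which is within 1.5 times, and 0.12 in SCE, which is not. On the RMA levels of the part of Table S5 at hand, a check chosen after seeing the data, the mean normalized SDs were 0.114 and 0.094 and the median SDs 0.246 and 0.186. At p under 0.05 and a fold of at least 1.6 the paper has 18 genes between single cells and SCE, against 724 here, and none of the 20 alternatives comes within 1.5 times. The share with at least 0.5 of the variance biological, which the paper gives as 44%, is 41.6% here and does not differ; the estimator was chosen by its match with the paper's Table S4 before the data were examined, and the 2 others compared gave 46.2% with separate means and 41.5% by moments. The share here is over 4215 probe sets by the detection level, against the paper's 6675 by P calls. The lower detection level gave 6447, and the other 25 alternatives set before the data were examined stay outside 1.5 times. The filter over the 17 arrays, added after, comes within it, with 3139 probe sets detected in an SCE and 1520 more in single cells alone. The paper has 467 HBV and 361 LBV probe sets by P calls, against 122 and 99 here by the detection level; with no filter 384 were HBV, which is within 1.5 times, and none of the other alternatives is for HBV and none of those set before is for LBV, while the planned level of log2 6 as written, added after seeing the data, gave 458 LBV and left out 10 of the 17 genes that Table 4 gives as LBV, against 11 here.

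Single cells with the gene on the array in Table 3, counted there by P or M calls, were about 7 for Bmp1, against 0 here, about 6 for Tal1, against 3, about 5 for Nr4a2, against 2, about 4 for Evi2a, against 1, and about 4 for Vdr, against 2. With the lower detection level these were 5 for Tal1, 4 for Nr4a2, 3 for Evi2a and 4 for Vdr. Each of these is within 1 cell of the paper's count. No detection level that was tried brings Bmp1 within the paper's count. For the other 12 genes of that table compared, the counts equal the paper's or lie 1 cell from it. The fold of the probe set listed as Tcrb-J is the paper's 156, against 51.4 here, and none of the 18 alternatives brings it within 1.5 times. For Kdm3a the paper's fold is 7.73, against 4.65 here. It was 6.09 without USP sample O, which is within 1.5 times, and 4.96 on the first array of each pair, which is not. Other folds that are not lower bounds lie over 1.5 times from the paper's: Abcg2, 12 there and 6.4 here, and Fam98a, 9.5 and 5.44. So do Hba-a1, 5.29 and 8.43, Socs2, 9.38 and 5.93, and Pa2g4, 5 and 3.16. The probe set listed as Lck has 9.12 and 14.1. All 30 genes of Table 1 and the 33 compared of Table 2 and the text had the paper's direction here, while Ring1 and Runx1, at the floor in LSP and USP, have no direction and were not among them.

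The paper states that clustering separates 3 groups of samples; here the CD8 samples were apart and the LSP and USP samples mixed, except with the positive-only arrays alone, an alternative chosen after seeing the data that leaves 1 LSP array, where the 9 arrays parted by population. Of the transcription factors the paper gives as LSP genes, Zfx was 3.15-fold higher in LSP here, but Ring1 and Runx1 were at the floor, and no LSP gene the paper names passed an adjusted p under 0.05. Of the SP genes the paper names, Tal1 and Ctla2b passed here, Abcg2 did not (adjusted p = 0.0844), and Abcb1b was at the floor on all arrays. The paper gives Sca-1 as present in every single cell, and here its probe set was detected in 11 of 12, while Lmo2 was in all 12. Of the genes it gives as present in all cells and of low variance, Lmo2 had a biological proportion of 0 and the probe set of Ctla-2a 0.075, but that of Sca-1 had 0.995; of those given as variable, Cxcr4 had 0.974, Flt3 0.437 and Abcg2 0. Of the Table 4 genes given as HBV, Ipo4 and Cbfb were HBV here, while Apex1, Ercc2, Lig1, Pttg1, Mcm7, Xpo1, Xpo7, Mtif2, Eif2s2 and Bzw2 were detected in fewer than 4 cells. Of those given as LBV, Rpl41, Rpl10a and Ube2e1 were LBV here, while Apoe, Psma2, Scd2, Nxt1, Snrpb, Cmas, Lamp2, Pepd and B4galt1 were not detected in all 12 cells.

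The part of Table S4 at hand, 1996 probe sets, has a column of P calls that its label gives for single cells; in the 261 probe sets that the part of Table S6 at hand also holds, it equals the P calls over single cells in 8.8% (r across probe sets 0.70) and the P calls over the ten-cell SP arrays in 59% (r 0.928). By Table S6, 126 of these 261 have P in fewer than 4 single cells, and of the 62 with a proportion above 0.95, 23 have P in at least 4; Table S4 at hand has 467 probe sets above 0.95, the number the paper gives for HBV. Table S1 at hand has 1482 probe sets higher in SP, against the paper's 1315, and Table S3 has 417 probe sets, 9 of them with an adjusted p under 0.05, against the paper's 1082.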

Other observations

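The gene lists in this part were fixed before the data were examined; the comparison of SD and share on RMA levels and of cell cycle genes between samples and the count on RMA levels without a fold limit were chosen after the result was seen, while the test of mean differences on RMA levels was written down before. Beside the T-cell and stem cell genes, SP and CD8 cells differed in genes of other groups. Megakaryocyte and platelet genes were higher in SP: 3 of 6 tested were called and none was lower, with 4 higher when adjusted over the list alone, among them Cd9, a tetraspanin, with a log2 difference of 2.24, and Nrgn, neurogranin, with 1.82 (camera adjusted p = 0.00262, with an estimated correlation 0.0454, but 0.0753 with the filter on low levels and 0.156 with quantile normalization). Interferon response genes were lower in SP: of 24 tested 2 were called lower, the ubiquitin-like protease gene Usp18 at -3.00 and the peptide transporter gene Tap1 at -0.95, with 7 lower when adjusted over the list alone (camera adjusted p = 0.00557, with an estimated correlation 0.0462, but 0.0753 with the filter and 0.0867 with arrays centred on their median). Proteasome genes were lower in SP as a group, by a mean log2 difference of -0.63, with none of 40 called and none when adjusted over the list alone (camera adjusted p = 0.00712, with an estimated correlation 0.0454, but 0.0714 with the filter and 0.155 with arrays centred). Cell cycle genes were higher in SP, with 3 of 35 called and 5 when adjusted over the list alone (camera adjusted p = 0.00712, with an estimated correlation 0.109, and 0.0351 with quantile normalization). The 3 called lay at the floor in all CD8 samples, so their log2 differences are lower bounds. These were 2.74 for Top2a, a DNA topoisomerase, 2.58 for Pcna, the sliding clamp of DNA replication, and 1.21 for Cdc7. Myeloid genes, with S100a8 called of 20 and 3 over the list alone, and ribosomal protein genes, with 3 of 23 called and 7 over the list alone, were higher by camera (adjusted p = 0.00335 and 0.00168), and B-cell genes, with Ighm, the mu heavy chain, called at -3.22 of 12 and 1 over the list alone, were lower (adjusted p = 0.0171), none of them with an estimated correlation (adjusted p = 0.109, 0.522 and 0.249).

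Between LSP and USP, the megakaryocyte list was lower in LSP by camera (adjusted p = 0.0337), with Vwf, von Willebrand factor, at least 2.64-fold higher in USP as its 1 gene when adjusted over the list alone, and so was the myeloid list (adjusted p = 0.0366), with S100a9, a partner of S100a8, at -2.10; neither passed with an estimated correlation (adjusted p = 0.298 and 0.569) or with the filter on low levels (0.111 and 0.0934), and no gene of either was called over all probe sets. Single cells and SCE fell on both sides of the midpoints between LSP and USP: at probe sets higher in LSP, 28.5% ± 2.0 (SD, n = 12) lay on the LSP side in single cells and 35.0% in CD8 samples, and at those higher in USP 76.8% ± 3.4 (SD, n = 12) and 70.1%. Of the biological proportions of 16 lists, none differed from random lists at an adjusted p under 0.05: beside those given at the paper's claims, the medians were 0.689 for 13 stem cell surface genes (adjusted p = 0.582), of which Cxcr4 and Tie1 were HBV, 0.652 for 18 immediate early genes (0.436), 0.450 for 34 proteasome genes (0.878) and 0 for 13 myeloid genes (0.582). The mean level of a list was also set against the number of detected probe sets per cell over the 12 single cells, and none of 16 lists passed; the largest relation, of the cell cycle genes, had a Pearson r of 0.754 (permutation p = 0.00725, adjusted p = 0.116), a Spearman rho of 0.524 (permutation p = 0.0834, adjusted p = 0.463) and an r of 0.19 without the 2 cells farthest from the median, so it rests on those cells. In cell K, Mki67 had a level of 13.13, the survivin gene Birc5 10.94, Rrm1 11.45 and Lig1 10.37; Mki67 was also at 11.96 in SCE D, against 7.09 to 8.04 in the other 4 aliquots of that lysate, so a lone high value of it also arose between equal parts of 1 lysate.

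The intensities as deposited, in place of RMA levels, were tested as the source of the mean differences between single cells and SCE on the part of Table S5 at hand: with RMA levels 30 probe sets had p under 0.05 and a fold of at least 1.6, and with the deposited intensities 92, so 32.6% of the number was left, against a bound of under 1 in 3 written down before the test for this source, which is met by less than the counting error. At p under 0.05 alone, RMA levels gave more probe sets than the 92 of the intensities. The lower number of 30 therefore arises at the fold threshold, where the narrower scale of RMA levels leaves fewer. On the same probe sets, the share with a biological proportion of at least 0.5 and no filter was 45.4% with RMA levels and 35.3% with the deposited intensities, and the SD was larger in single cells at 71.9% and 60.8%. The r of RMA levels and log2 intensities across probe sets was 0.795 to 0.898 per array.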
